# YH29407 with anti-PD-1 ameliorates anti-tumor effects *via* increased T cell functionality and antigen presenting machinery in the tumor microenvironment

**DOI:** 10.3389/fchem.2022.998013

**Published:** 2022-12-05

**Authors:** Dong Kwon Kim, Chun-Bong Synn, Seung Min Yang, Seongsan Kang, Sujeong Baek, Se-Woong Oh, Gyu-Jin Lee, Ho-Woong Kang, Young-Sung Lee, Jong Suk Park, Jae Hwan Kim, Youngseon Byeon, Young Seob Kim, Doo Jae Lee, Hyun-Woo Kim, June Dong Park, Sung Sook Lee, Ji Yun Lee, Jii Bum Lee, Chang Gon Kim, Min Hee Hong, Sun Min Lim, Hey Ryun Kim, Kyoung-Ho Pyo, Byoung Chul Cho

**Keywords:** IDO1, tryptophan, kynurenine, molecule inhibitor, colon cancer, immunotherapy

## Abstract

Among cancer cells, indoleamine 2, 3-dioxygenase1 (IDO1) activity has been implicated in improving the proliferation and growth of cancer cells and suppressing immune cell activity. IDO1 is also responsible for the catabolism of tryptophan to kynurenine. Depletion of tryptophan and an increase in kynurenine exert important immunosuppressive functions by activating regulatory T cells and suppressing CD8^+^ T and natural killer (NK) cells. In this study, we compared the anti-tumor effects of YH29407, the best-in-class IDO1 inhibitor with improved pharmacodynamics and pharmacokinetics, with first and second-generation IDO1 inhibitors (epacadostat and BMS-986205, respectively). YH29407 treatment alone and anti-PD-1 (aPD-1) combination treatment induced significant tumor suppression compared with competing drugs. In particular, combination treatment showed the best anti-tumor effects, with most tumors reduced and complete responses. Our observations suggest that improved anti-tumor effects were caused by an increase in T cell infiltration and activity after YH29407 treatment. Notably, an immune depletion assay confirmed that YH29407 is closely related to CD8^+^ T cells. RNA-seq results showed that treatment with YH29407 increased the expression of genes involved in T cell function and antigen presentation in tumors expressing ZAP70, LCK, NFATC2, B2M, and MYD88 genes. Our results suggest that an IDO1 inhibitor, YH29407, has enhanced PK/PD compared to previous IDO1 inhibitors by causing a change in the population of CD8^+^ T cells including infiltrating T cells into the tumor. Ultimately, YH29407 overcame the limitations of the competing drugs and displayed potential as an immunotherapy strategy in combination with aPD-1.

## Introduction

In recent decades, immunotherapeutic agents have been used for the treatment of cancer, with immune checkpoint inhibitors (ICIs) representing the most clinically successful strategies (Darvin et al., 2018). Therefore, interest in the development of immuno-oncology drugs has dramatically increased (Meric-Bernstam et al., 2021). However, ICIs employed as a single treatment for cancer retain an average response rate of 10–40% (Hellmann et al., 2016; Sharma et al., 2017; Chen et al., 2021). Moreover, T cells may become exhausted or tumor cells develop drug resistance during treatment (Seliger and Quandt, 2012). Recently, a plethora of clinical trials has tested different treatment combinations to improve the effectiveness of ICIs, with indoleamine 2,3-dioxygenase 1 (IDO1) gaining attention as a candidate for combination therapies (Renner et al., 2017; Marin-Acevedo et al., 2018; Cherney et al., 2021). IDO1 is expressed in vascular cells, macrophages, dendritic cells, and other cells, such as eosinophils, endothelial cells, and fibroblasts (Merlo et al., 2020). Immune checkpoint molecules, such as prostaglandin E2 (PGE2), pathogen-associated molecular pattern, toll-like receptor, damage-associated molecular pattern, interleukin-6 (IL-6), tumor necrosis factor (TNF-α), and transforming growth factor (TGF-β), reportedly upregulate the presence of IDO1 (Spranger et al., 2013; Meireson et al., 2020). IDO1 expression can also be increased through cytokine activity. The crucial role of IDO1 is attributed to the kynurenine (Kyn) pathway of tryptophan (Trp) metabolism, both of which play a role in inhibiting the anti-tumor activation of effector T cells (Amobi et al., 2017).

IDO1 can affect tumor progression in four major ways. First, IDO1 promotes tumorigenesis through the formation of antigen-presenting cells in peripherals that enable immune tolerance of tumor-associated antigens (Tang et al., 2021). Second, IDO1 is an innate immune regulator that converts Trp to Kyn in tumor microenvironments (Yoshida et al., 1979; Munn and Mellor, 2007; Prendergast et al., 2014; Liu et al., 2018). Third, IDO1 induces the activation of regulatory T cells (Tregs) and the suppression of effector T cells, NK cells, and macrophages (Munn et al., 1999; Hwu et al., 2000; Chung et al., 2009). Finally, IDO1 modulates the expression of interferon-γ and interleukin-6, thereby promoting tumor neovascularization (Munn and Mellor, 2013; Liu et al., 2018). Several previous studies have reported that the administration of IDO1 inhibitors improves cancer treatment (Cheong and Sun, 2018; Jung et al., 2019; Lou et al., 2019; Liang et al., 2021; Mo et al., 2021; Odunsi et al., 2022; Zhang et al., 2022). The first-generation IDO1 inhibitor ‘epacadostat,’ which has previously been employed in preclinical studies and confirmed its effectiveness through several clinical studies (stage 1/2), was the subject of a large-scale phase 3 trial, ECHO-301/KN-252. This clinical trial found no benefit in the combined treatment effects of epacadostat and anti-PD-1 (aPD-1) compared with aPD-1 monotherapy in advanced melanoma (Long et al., 2019). The insufficient Kyn inhibitory effect of first-generation IDO1 inhibitors is one of the reasons for the failure of ECHO-301/KN-252 (Van den Eynde et al., 2020; Fujiwara et al., 2022). The second-generation IDO1 inhibitor BMS-986205, administered orally, has been used in 24 clinical studies since its development according to ClinicalTrials.gov. Several stage 1/2 clinical studies have reported that combination treatment with BMS-986205 and nivolumab is safe and can improve the response rate (NCT03192943, NCT02658890). In addition, a clinical study conducted to investigate the combination of BMS-986205 with chemotherapy and *bacillus* Calmette-Guerin demonstrated that BMS-986205 is a better IDO1 inhibitor for treatment than epacadostat (Peng et al., 2020).

In this study, we compare the efficacy of a new drug, YH29407, with that of currently available first- and second-generation IDO1 inhibitors. The anti-tumor effects of YH29407 are determined using both *in vivo* and *in vitro* experiments to evaluate tumor growth inhibition and immune response at the cellular level compared to its competitors. IDO1 is overexpressed in many malignant tumors, but particularly in colorectal cancer (Yu et al., 2022). Furthermore, IDO1 expression is correlated with poor prognosis in clinical outcomes in patients with colorectal cancer (Lou et al., 2019; Mo et al., 2021). Therefore, MC38 colorectal cancer-bearing mice are treated with YH24907, epacadostat, and BMS-986205 to compare and evaluate their anti-tumor effects and changes in immune cell dynamics. According to our results, YH29407, a second-generation novel IDO1 inhibitor, shows a superior anti-tumor effect compared to first-generation epacadostat and second-generation BMS-986205. Interestingly, we observe through immunohistochemistry (IHC), flow cytometry, and *in vitro* assays that T cell machinery is increased in the YH29407+aPD-1 combination group. According to RNA-seq, we also observe increased expression of ZAP70, LCK, NFATC2, and ICAM1, which are genes related to the T cell-mediated pathway, and HLA-DQB1, TAP2, B2M, and MYD88, which are genes related to the antigen-presentation pathway.

## Methods and materials

### Reagents and cell lines

MC38 cells (CVCL_B288) were purchased from Kerafast (Boston, MA, USA). MC38 colorectal tumor cells were cultured in DMEM (ThermoFisher Scientific; Waltham, MA) and supplemented with 10% fetal bovine serum (FBS) (ThermoFisher Scientific) and 1% antibiotic–antimycotic (ThermoFisher Scientific). Cells were grown in a humidified incubator at 37°C with 5% CO2 and tested regularly for *mycoplasma* contamination. Cells were harvested by trypsinization when they reached 70–80% confluence.

The IDO1 inhibitor YH29407 was provided by YUHAN Corp., South Korea. YH29407 was prepared as a 20 mg/ml or 6 mg/ml solution in the formulated buffer (400 ml D.W. + 0.8 ml Tween80 + 2 g Methylcellulose). Epacadostat and BMS-986205, which were purchased from Selleck Chemicals (Houston, TX), were prepared as 20 mg/ml, 20 mg/ml, or 25 mg/ml solutions, respectively, in the above formulated buffer.

### Murine tumor models

Procedures involving the care and use of animals in this study were reviewed and approved by the Institutional Animal Care and Use Committee (IACUC number, 2021-0112) prior to conducting the study. During the study, the care and use of animals were in accordance with the principles outlined in the Guide for the Care and Use of Laboratory Animals, 8th edition, 2010 (National Research Council). For the human SKOV-3 mouse model, seven-week-old BALB/c-nude female mice were purchased and for the MC38 mouse model, six-week-old C57BL/6 female mice were purchased from ORIENT Bio Inc. (Seongnam, South Korea). The mice were then transferred to an animal facility at Yonsei Medical College, where they were established and bred. The animals were monitored for signs of toxicity throughout the treatment period. Tumor volume and body weight were measured four times a week using digital calipers and scales. The body weights of MC38-engrafted C57BL/6 mice were recorded for up to 10 days after treatment to monitor toxicity. Tumor volume was calculated using the equation ‘V = length x width2 × 0.5’ (where ‘length’ = longest diameter and ‘width’ = shortest, perpendicular diameter) (Faustino-Rocha et al., 2013). For *in vivo* xenograft studies, 1 × 106 MC^38^ cells were inoculated subcutaneously into the right flank of female C57BL/6 mice. Measurement of the tumor volume and treatment were initiated individually after the tumor volume reached approximately 50 mm^3^ in all groups.

### Pharmacokinetics and pharmacodynamics experiment

YH29407, BMS-986205 and epacadostat were orally administered to tumor-bearing mice at 100 mg/kg. Blood samples were obtained from jugular vein with lithium heparin capillary tube at 0, 2, 8, 12 and 24 h after administration. Plasma were obtained from blood samples after centrifugation at 13,000 rpm for 2 min. All plasma samples were stored in deep freezer at approximately -80°C before analysis. Tumors were collected from tumor-bearing mice at 24 h after administration. All drugs, tryptophan and kynurenine concentrations in plasma and tumor were determined using liquid chromatography-mass spectrometry.

### *In vivo* cell depletion

Each immune cell subset was depleted by intraperitoneal injection of depletion antibody (400 μg) twice per week, starting a day prior to treatment, as indicated: mouse 2.43 (anti-CD8, BioXCell; Lebanon, NH), mouse GK1.5 (anti-CD4, BioXCell), and mouse PK136 (anti-NK1.1, BioXCell). Macrophages were depleted by intraperitoneal injection of 300 μg of anti-CSF1R (clone AFS98, BioXCell) every alternate day. Mice were injected with 500 μg of anti-BST2 (clone 927, BioXCell) to deplete plasmacytoid dendritic cells (pDC) (Moniz et al., 2010). Control group mice were injected with 400 μg of isotype control (IgG, BioXCell). Depletion of CD8^+^ T cells, CD4^+^ T cells, macrophages, pDC, and NK cells was confirmed by flow cytometry of PBMC (Moynihan et al., 2016).

### Flow cytometry

MC38 tumors were harvested from C57BL/6 mice on day five after single-treatment initiation when the tumor size reached 200 mm^3^. In the case of combination treatment, mice were administered aPD-1 twice for 5 days while treating the drug in the same manner as the single treatment, and the tumors were harvested. Then, the tumors were enzymatically dissociated into single cells with collagenase type I (Worthington Biochemical, Lakewood, NJ, USA) for 1 h at 37°C in a shaker incubator (DAIHAN Scientific; Wonju, KOR), then filtered through a 70-μm cell strainer. Cells were washed with FACS buffer (PBS containing 3% BSA, 0.01% sodium azide, and 1 mM EDTA) and blocked with FcR Blocking Reagent (Miltenyi Biotec; Bergisch Gladbach, GER) at 24°C for 30 min. After fixation, the cells were stained with True-Nuclear™ transcription factor buffer (BioLegend; San Diego, CA, USA) at room temperature for 30 min. The T cell population was stained with anti-CD45 (103110; BioLegend), anti-CD3e (100320; BioLegend), anti-CD4 (100526; BioLegend), anti-CD8 (100750; BioLegend), anti-CD25 (67-0251-82; Invitrogen, Waltham, MA, USA), anti-CD44 (61-0441-82; Invitrogen), anti-FoxP3 (12-5773-82; eBioscience), and anti-CD197 (120108; BioLegend) antibodies. The NK cell population (CD45^+^CD3^−^CD49b+) was stained with anti-CD49b (108906; BioLegend) antibodies. Additionally, we stained the activation markers using anti-ki67 (652413; BioLegend), anti-PD-1 (135218; BioLegend), and anti-interferon-γ (505832; BioLegend) antibodies. Dendritic cell populations (CD45+F4/80-CD11c+MHC I-) were identified using anti-H-2Db (A15443; Invitrogen), anti-CD11c (117343; BioLegend), anti-CD80 (47-4801-82; eBioscience), and anti-CD86 (104729; BioLegend) antibodies. M1 and M2 macrophages were identified using anti-F4/80 (47-4801-82; eBioscience), anti-CD206 (17-2061-80; eBioscience), anti-CD11c, anti-CD80, and anti-CD86. Myeloid derived suppressor cells were identified using anti-CD11b (101216; BioLegend) and anti-Ly-6G (127606; BioLegend). Whole myeloid cells were stained with anti-IDO1 (654004; BioLegend) antibodies. Multicolor flow cytometry analysis was performed using a BD LSR-fortessa™ X-20 instrument (BD Bioscience, Franklin Lakes, NJ, USA). FlowJo software v10 (Tree Star, Ashland, OR, USA) was used for data acquisition and analysis.

### Immunohistochemistry

To quantitatively measure the increase in CD8^+^ T cells and CD3^+^ T cells after YH29407 + aPD-1 treatment, mouse tumor tissues obtained through internal sacrifice were sectioned into five sheets each after formalin-fixed paraffin-embedded preservation and analyzed by IHC. Fluorescence data were re-implemented mixed images of the 3,3′-Diaminobenzidine result through multispectral image analysis, and the CD3^+^ and CD8^+^ cells were stained yellow. All tumor tissue was analyzed, and 15 to 40 fields were analyzed per sample. The results were derived by quantifying the total number of cells and the number of CD3^+^ and CD8^+^ cells per mm2. Whole slide scanning and cell segmentation were performed to quantify the IHC results, and the degree of CD8^+^ and CD3^+^ T lymphocyte infiltration was measured using Vectra Polaris and InForm software. IHC was performed using an automatic staining machine (LEICA BOND RX). Digital images of IHC slides were obtained using a whole slide scanner. Image deconvolution was performed using InForm software. The slides were stained with CD3e (CD3-12, Cell Signaling Technology, Beverly, MA, USA) and CD8α (D4W2Z, Cell Signaling Technology).

### Cell proliferation assay

The mice were sacrificed after 5 days of treatment with IDO1 inhibitors. The spleens were dissected, dissociated into single cells, and counted using a hemocytometer. Cells (2 × 105) were seeded into each well and cultured in RPMI-1640 medium (WelGENE Inc., Daegu, South Korea) containing 10% FBS (ThermoFisher Scientific) and 1% antibiotic–antimycotic solution (ThermoFisher Scientific). To screen the immune cell population of splenocytes and their phenotype, five stimulants consisting of lipopolysaccharide (LPS) (100 ng/ml), concanavalin A (1 μg/ml), gp70-1 (SAPANCSVA), gp70-2 (GQTANATSL, 10 μg/ml), and MC38 cell whole lysate (10 μg/ml) were added to each well and the cells were incubated at 37°C in a humidified atmosphere of 5% CO2 air. After 24 h of exposure to each stimulant, splenocyte proliferation was determined using a Cell Counting Kit-8 (Dojindo Laboratories, Kumamoto, Japan). Cellular proliferation was measured at 450 nm using a microplate reader.

### Cytokine array

Serum was obtained after 5 days of treatment with IDO1 inhibitors and analyzed using a cytokine array. The serum was stored at −80°C until use. Cytokine array analysis was performed according to the manufacturer’s protocol (RayBiotech, Inc., Norcross, GA, USA). Briefly, the membranes were blocked with a blocking buffer for 30 min. The supernatant was incubated with membranes coated with a 96 anti-mouse cytokine antibody cocktail overnight. The membranes were then incubated with biotinylated detection antibodies and streptavidin-peroxidase conjugates overnight. Finally, the membranes were developed, and cytokine proteins were quantified using Image Quant LAS4000 software (Fujifilm; Tokyo, Japan). The expression level of each cytokine was analyzed using ImageJ software (NIH, Bethesda, MD, USA) and the Bioconductor R package for used for assessment.

### RNA sequencing

RNA sequencing data were obtained by requesting tumor FFPE samples from MACROGEN (SEL, South Korea). Total RNA extracted from FFPE samples was processed to prepare the mRNA-sequencing library using the SureSelectXT RNA Direct Library Preparation kit (Illumina, San Diego, California, USA) according to the manufacturer’s instructions. All samples were sequenced on an Illumina sequencer using paired-end 100 bp reads. The raw image data were transformed by base-calling into sequence data and stored in the FastQC (v0.11.7) format. The paired-end reads of the 14 independent samples were trimmed for both PCR and sequencing adapters using Trimmomatic (v0.38; http://www.usadellab.org/cms/?page=trimmomatic). Trimmed reads were aligned using Bowtie2 (v2.3.4.1) and mapped to the reference mouse genome using HISAT2 (v2.1.0). Gene-level read counts were generated using StringTie (v2.1.3b). Significant differential expression was determined using the DESeq2 package (V.1.26) at the gene level. All gene sets in V.7.0 of the Molecular Signatures Database were analyzed by V.4.0.3 of Gene Set Enrichment Analysis (GSEA) and corrected for multiple hypothesis testing. The p-value threshold was set to 0.05. Heatmaps of differentially expressed genes were generated using Prism (V.9.0). To analyze the T cell receptor (TCR) repertoire, High-depth RNA sequencing was performed. TCR sequences were extracted by V.3.0 of MiXCR, and analyzed using TcR packages (V.2.2.4.1).

### Statistical analysis

All data were analyzed for the mean and standard deviation. Statistical analysis of all data from the MC38 mouse model was performed using analysis of variance (ANOVA) with the Mantel-Cox log-rank test of significant differences in GraphPad Prism (version 9.0; GraphPad Software, San Diego, CA) or the Bioconductor R package for assessment. Statistical analysis of flow cytometry data was performed using the Student’s t-test in GraphPad Prism.

## Results

### A novel IDO1 inhibitor, YH29407, outperformed existing first- and second-generation IDO1 inhibitors on Kyn inhibition in tumor tissue and tumor growth inhibition in a MC38 tumor model

First-generation epacadostat (100 mg/kg, B.I.D.) and second-generation BMS-986205 (100 mg/kg, Q.D.) were subjected to comparative experiments using a dose determined through various reports (Gibney et al., 2019; Sonpavde et al., 2020; Cherney et al., 2021). *In vivo* experiments were designed to confirm the effects of YH29407. MC38 tumors were subcutaneously injected into the right flank of C57BL/6 female mice. Mice were administered the IDO1 inhibitors, i.e., YH29407 (100 mg/kg, Q.D. or B.I.D.), epacadostat (100 mg/kg, B.I.D.), and BMS-986205 (100 mg/kg, Q.D.) when the mean tumor size reached 50 mm^3^ (Figure 1A). To investigate the pharmacokinetics and pharmacodynamics of each drug, all drugs, Trp and Kyn concentrations were determined in the tumor and plasma from MC38 tumor-bearing mice after administration for 3 days (Figure 1E and Supplementary Figure S1A).

**FIGURE 1:**
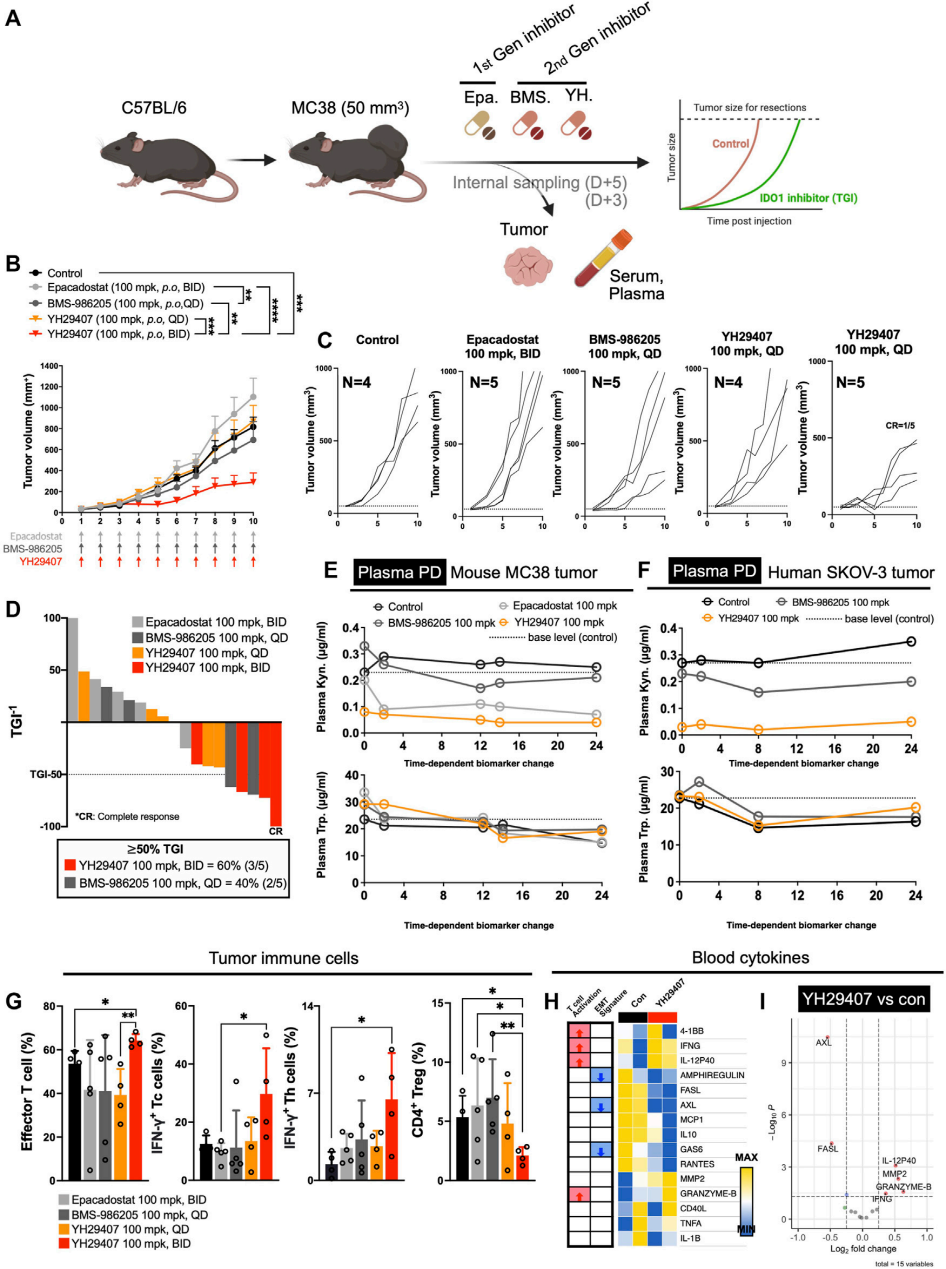
YH29407 with improved pharmacodynamics and pharmacokinetics reduced tumor growth *via* activation of the T cell-mediated immune response in a syngeneic MC38 tumor-bearing model. Syngeneic MC38 colon tumor was grafted onto C57BL/6 mice and treatment was started when the tumor volume reached 50 mm^3^. Epacadostat and BMS-986205 were treated as comparators, and tumor and serum were obtained after 5 days of treatment **(A)**. IDO1 inhibition with YH29407 (100 mg/kg, B.I.D.) significantly suppresses the growth of MC38 tumor in C57BL/6 mice compared to the comparator **(B)**. Tumor volume and number of individual mice **(C)**. Tumor growth inhibition was enhanced by the IDO1 inhibitor, with 60% of mice treated with YH29407 (100 mg/kg, B.I.D.) showing more than 50% TGI **(D)**. Improved pharmacodynamics in the MC38 mouse tumor model **(E)** and human SKOV-3 tumor model **(F)**. **(G)** Analysis of T cell subset by flow cytometry. Effector T cells, IFN-γ+ Tc, and Th cells were increased in the YH29407 (100 mg/kg, B.I.D.) group compared to other groups. However, CD4^+^ Treg was decreased in the YH29407 (100 mg/kg, B.I.D.) group. Heatmap **(H)** and volcano plot **(I)** of cytokine array using serum of YH29407 (100 mg/kg, B.I.D.) and vehicle treated mice showed that EMT signature proteins were decreased and T cell activation cytokines were increased after treatment of YH29407. Statistical significance between groups of **(B)** was calculated using two-way ANOVA followed by Tukey’s multiple comparisons tests (**p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001), likewise **(G)** was calculated using student’s t-test (*p < 0.05). ANOVA, analysis of variance; Trp, tryptophan; Kyn, kynurenine; IFN-γ+, interferon γ; EMT, epithelial-mesenchymal transition; ANOVA, analysis of variance.

YH29407 demonstrated the highest rate of Kyn inhibition in plasma after treatment. (Figure 1E). In contrast, the epacadostat and BMS-986205 treatment groups showed a lower inhibition rate of Kyn. In the plasma of the human SKOV-3 tumor model, YH29407 showed the highest Kyn inhibition rate, with values similar to those shown in Figure 1E (Figure 1F). In addition, YH29407 inhibited Kyn most effectively in tumor tissues (Supplementary Figure S1B). Thus, optimal pharmacodynamics were observed in the YH29407 treatment group. In addition, the pharmacokinetics were evaluated using the MC38 tumor model (Supplementary Figure S1A). Improved pharmacokinetics were also demonstrated in the YH29407 treatment group compared to the BMS-986205 treatment group in plasma and tumor tissue. Compared to the epacadostat-treated group, pharmacokinetics were improved in plasma and similar in tumor tissue.

After confirming the pharmacokinetics/pharmacodynamics of YH29407, the anti-tumor effects of IDO1 inhibitors were evaluated. MC38 tumor-bearing mice were treated with YH29407, epacadostat, and BMS-986205 (Q.D. or B.I.D.) until the tumor volume in the control group reached 1,200 mm^3^ (Figure 1B). The YH29407 (B.I.D.) group showed the best anti-tumor effects on tumors. A significant reduction in tumor growth was primarily observed at day six between the epacadostat and YH29407 (B.I.D.) groups (*p < 0.05). On day eight, tumor volume was significantly reduced in the YH29407 (B.I.D.) group compared with the epacadostat, vehicle, and YH29407 (Q.D.) groups (****p ≤ 0.0001, *p < 0.05, respectively, Figure 1B). On day 10, the tumor size of the YH29407 (B.I.D.) group showed a significantly reduced volume compared to the epacadostat (****p ≤ 0.0001) and BMS-986205 groups (**p ≤ 0.01). In addition, the tumor growth inhibition (TGI) graph showed that groups with TGI >50% were predominantly YH29407 (B.I.D., 60%, Figure 1D). According to the individual tumor size graph within each group, the YH29407 (B.I.D.) group showed the most consistent decrease, with one complete response among the five mice (Figure 1C). In summary, tumor reduction was observed after treatment with IDO1 inhibitors compared to the control group, where the novel YH29407 drug demonstrated the greatest anti-tumor effects.

To determine the immunological response to IDO1 inhibitors, tumor tissue obtained from internal sacrifice on day five was analyzed using flow cytometry to observe changes in immune cell populations after drug treatment (Figure 1G). To examine tumor-infiltrating lymphocytes within the TME, we employed the gating strategy to analyze the ratio of various immune cell subsets, as shown in Supplementary Figure S3. The effector T cells and IFN-γ+ Th cells were significantly increased in the YH29407 (B.I.D.) group compared to those in the control group (*p < 0.05, Figure 1G). The YH29407 (B.I.D.) group showed an increase in IFN-γ+ cytotoxic T cells compared with the epacadostat group (*p < 0.05). It was also confirmed that CD4^+^ regulatory T cells were reduced in the YH29407 (B.I.D.) group compared to those in the control and epacadostat groups (*p < 0.05). Then, the activation of T cells and cytokine profiles were compared between the control and YH29407 groups using serum samples (Figure 1A) by luminex-based cytokine array (Figure 1H and Figure 1I). The most notable increases in the profile were granzyme B and IFN-γ (markers of T cell activation) in the YH29407 (B.I.D.) group. AXL and FASL proteins related to EMT signatures were reduced in the YH29407 (B.I.D.) group compared to those in the control group (Figure 1H and Figure 1I). Based on these findings, the administration of YH29407 twice a day led to more efficient activation of T cells and greater anti-tumor effects in comparison to the administration of currently available first- and second-generation IDO1 inhibitors.

### YH29407 stimulated the proliferation of tumor-specific immune cell populations

The cytokine assay confirmed that YH29407 B.I.D. treatment induced cytokine release, which promoted changes in the immune cell population against the tumor. To determine the stimulatory effect of the novel IDO1 inhibitor on the T cell population, YH29407-administered mice were examined for immune cells associated with tumor antigens. For this analysis, spleen samples obtained through internal sacrifice after 5 days of treatment were used to analyze systemic immune cell changes. Concanavalin A (ConA), LPS or MC38 tumor lysate, gp70-1, and gp70-2 were used to extract splenocytes to test for T cell mitogenic activity, innate immune stimulation, or tumor-specific activity for 72 h, respectively, to compare changes in systemic immune responses (Figure 2A). When treated with ConA, cell proliferation through mitogenic activity in the YH29407 (B.I.D.) group significantly increased compared to that in the other groups (*p < 0.05, **p ≤ 0.01, Figure 2B). Immune cells from the YH29407 (B.I.D.) group also demonstrated significantly increased sensitivity to innate immune stimulants by LPS compared with the control and other treatment groups (Figure 2C). The increased proliferative responses of the B.I.D YH29407 group (to mitogenic and innate immune signals) were coupled with a significant tumor-specific proliferation of cells in response to gp70-1, gp70-2, and MC38 tumor lysates (****p ≤ 0.0001, Figure 2D). These findings suggest that YH29407 could have synergistic effects with aPD-1 in combination immunotherapy by minimizing T cell exhaustion and optimizing T cell expansion.

**FIGURE 2:**
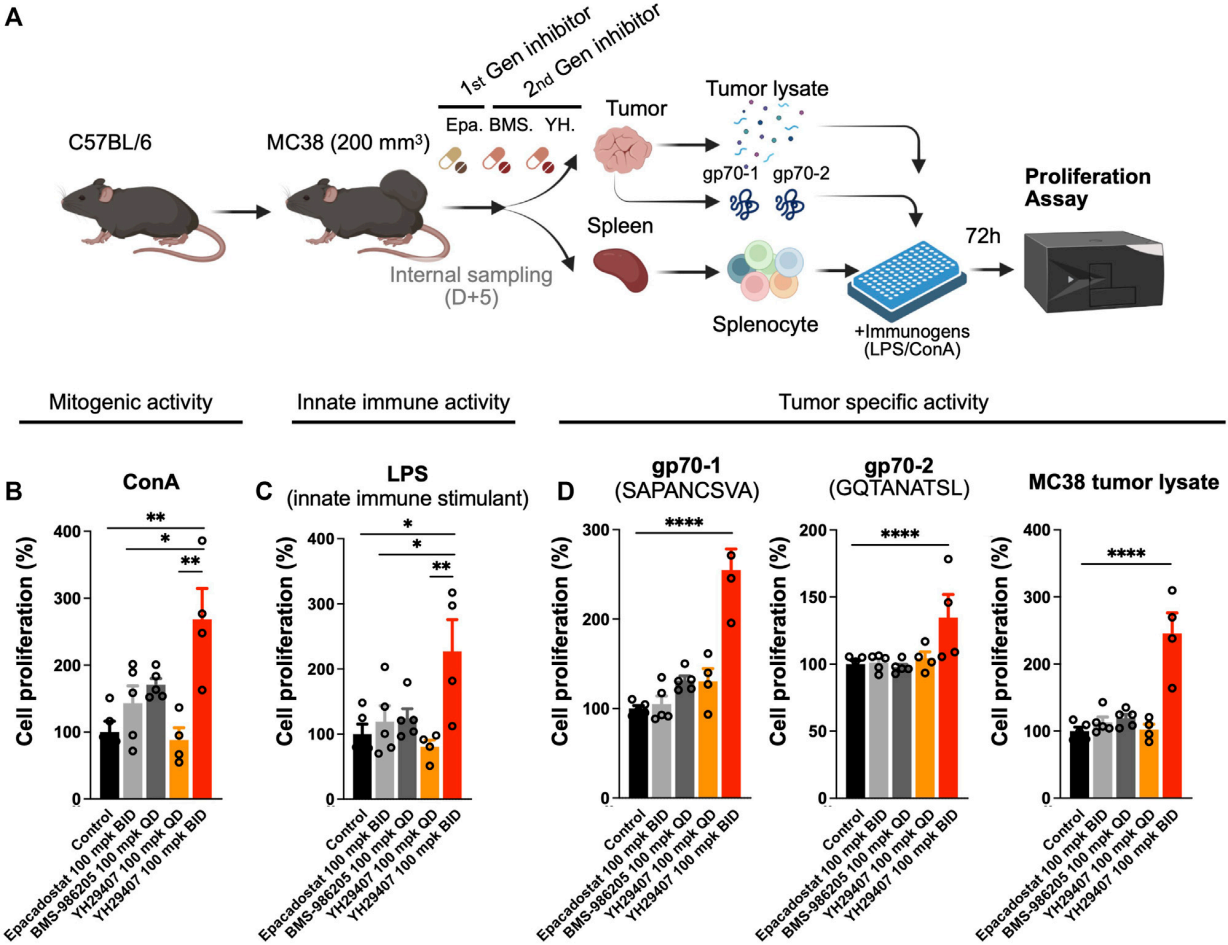
Proliferation of immune cells treated with YH29407 was significantly increased after stimulation with tumor-associated antigen (gp70-1, gp70-2). **(A)** MC38 tumor was grafted onto C57BL/6 mice and 5 days of treatment was started after the tumor volume reached 200 mm^3^. Then, splenocytes were obtained and cells were seeded after being counted using a hematocytometer, and the cells were stimulated with MC38 tumor lysate, gp70-1, gp70-2, ConA, and LPS for 72 h. Cell proliferation assay showed T cell **(B)** and innate immune activation **(C)**. Moreover, tumor-specific T cells were enriched after stimulation with MC38 tumor lysate and tumor-associated antigen **(D)**. *p < 0.05, **p ≤ 0.01, ****p ≤ 0.0001. ConA, concanavalin A; LPS, lipopolysaccharide; IFN-γ+, interferon gamma.

### Combination therapy of YH29407 and aPD-1 enhanced tumor growth inhibition and survival rate in comparison to a single treatment

As YH29407 monotherapy increased T cell priming and reactivity, we hypothesized that combination therapy with aPD-1 has synergistic anti-tumor effects so performed a combination test. MC38 tumors were subcutaneously injected into the right flank of C57BL/6 female mice. The anti-tumor effects of YH29407 (100 mg/kg, B.I.D.) with and without aPD-1 (10 mg/kg, B.I.W.) were compared against BMS-986205 (125 mg/kg, Q.D.) with and without aPD-1 throughout tumor progression to evaluate the combinatorial effect (until the tumor volume of the control group reached approximately 2,000 mm^3^, Figure 3A). The most efficient anti-tumor effects were observed in the group treated with a combination of YH29407 and aPD-1 (Figure 3B). The combination treatment of YH29407 and aPD-1 resulted in significant tumor reduction compared to the control as early as day four (*p < 0.05, Figure 3B) and effectively inhibited tumor growth by the endpoint (100% > 70% TGI in 15 mice, Figure 3D). In contrast, a single treatment with YH29407 showed significant tumor reduction from the eighth day compared to the control group and resulted in a comparatively lower frequency of >70% TGI at the endpoint (46% mice, Figure 3D). The anti-tumor effects of YH29407 were evidently enhanced by the addition of aPD-1 in combination therapy. This combination also demonstrated superior TGI compared with BMS-986205 with and without aPD-1 treatment (****p ≤ 0.0001, Figure 3B). Bodyweight was observed to monitor the toxicity of IDO1 inhibitors and aPD-1, and no abnormal changes were observed (Supplementary Figures S2A,B).

**FIGURE 3:**
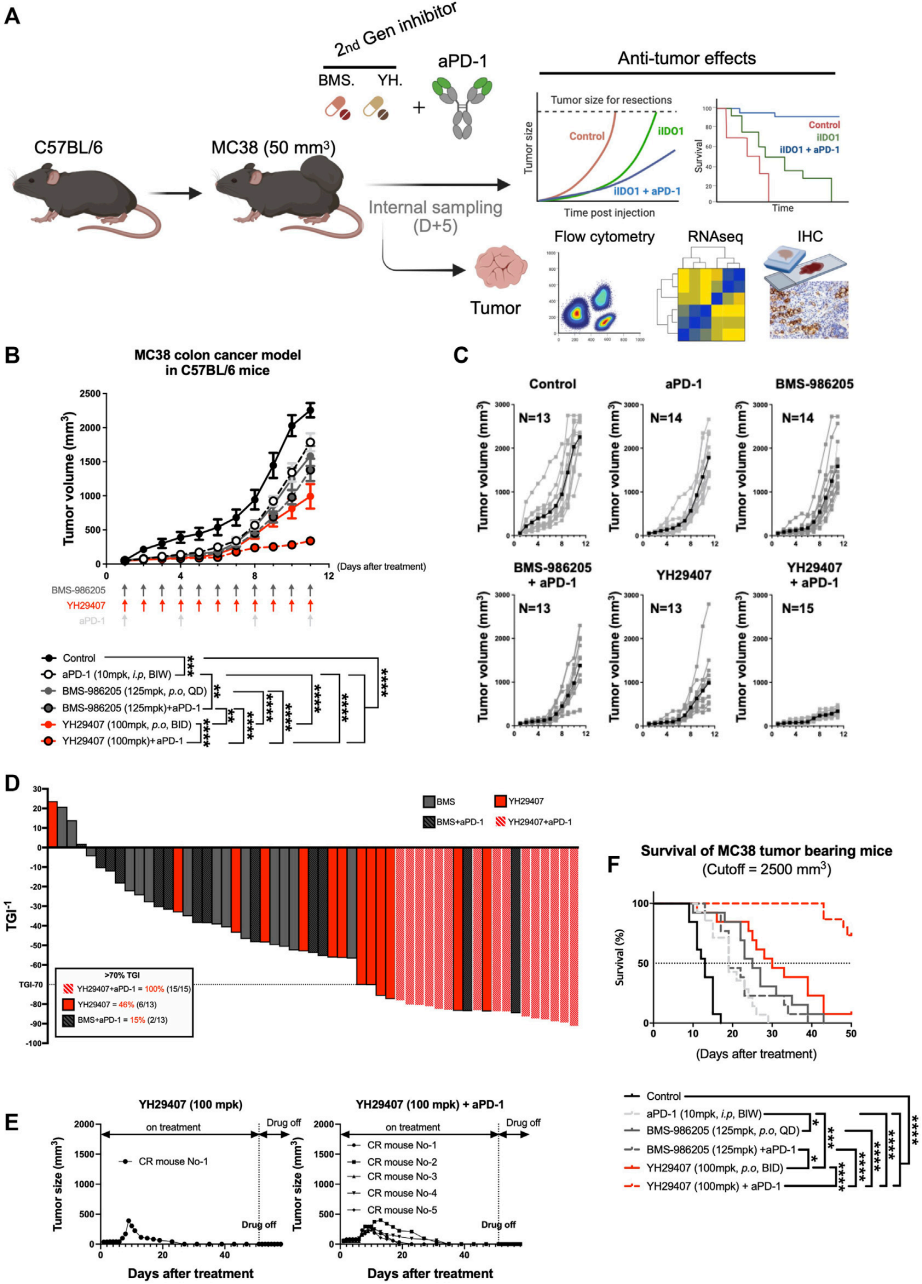
Combination treatment of YH29407 and aPD-1 delayed tumor growth and enhanced tumor growth inhibition and survival of syngeneic MC38 tumor-bearing model. Syngeneic MC38 colon tumor was grafted onto C57BL/6 mice and treatment of YH29407 with or without aPD-1 was started when the tumor volume reached 50 mm^3^. BMS-986205 was treated as comparative drugs, and the control group was treated with a vehicle. **(A)** Schematic design of experiment. **(B)** Combination treatment with YH29407 and aPD-1 significantly delayed MC38 tumor growth in C57BL/6 mice compared to treatment with BMS-986205 or aPD-1 alone. **(C)** Tumor volume and number of individual mice. **(D)** Tumor growth inhibition was enhanced by IDO1 inhibitor; all mice treated with YH29407+aPD-1 showed more than 70% TGI. **(E)** Complete response was observed in the treatment group of YH29407 alone and YH29407 + aPD-1. **(F)** YH29407+aPD-1 treatment group significantly enhanced the overall survival of the MC38 engrafted C57BL/6 mice model. Statistical significance between groups was calculated using two-way ANOVA followed by Tukey’s multiple comparisons tests (*p < 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001). aPD-1, anti-PD-1 antibody; ANOVA, analysis of variance.

A clear difference was also seen in the tumor size graph of individual mice (Figure 3C); five complete responses were observed in the YH29407 + aPD-1 combination treatment group, whereas only one complete response was observed in the YH29407 single-treatment group. Interestingly, the reduction in tumor growth was maintained post-treatment (Figure 3E). In addition, all mice in the YH29407 + aPD-1 combination treatment group were included in the TGI>70% group, unlike the other groups, confirming the synergistic effects on tumor suppression (Figure 3D). The survival rate of the mice was also evaluated to determine whether the tumor suppressive effect of the inhibitors affected survival after treatment (Figure 3F). The endpoint of survival was established when the tumor volume reached 2,500 mm^3^. Mice in the YH29407 + aPD-1 combination treatment group showed a significant increase in survival compared to the other groups (****p ≤ 0.0001). In conclusion, YH29407 exerted comparatively stronger anti-tumor effects on tumor growth and a higher survival rate in an MC38 syngeneic model; however, this effect was significantly enhanced when treated in combination with aPD-1.

### YH29407 + aPD-1 treatment enhanced the activation of cytotoxic CD8^+^ T cells of the immune system in syngeneic models

To investigate changes in the immune population and infiltrating subset after YH29407+aPD-1 combination treatment, tumor tissues obtained through internal sacrifice were subjected to FFPE. Each FFPE sample was processed into five sections, which were analyzed using IHC. CD3^+^ and CD8^+^ cells are stained yellow in Figure 4A and Figure 4B, respectively. There was a dramatic increase in the population of CD3^+^ and CD8^+^ T cells in the YH29407 and aPD-1 combination treatment group compared to that in the other groups. The number of CD3^+^ T cells within the tumor from the YH29407 and aPD-1 combination treatment group was significantly higher than that in the control and all other groups (*p < 0.05, Figure 4A). Additionally, the same trend was observed in the population of CD8^+^ T cells within the tumor and the infiltrating T cells, where the T cells in the YH29407 and aPD-1 combination treatment group were higher than those in the control and all other groups (Figure 4B).

**FIGURE 4:**
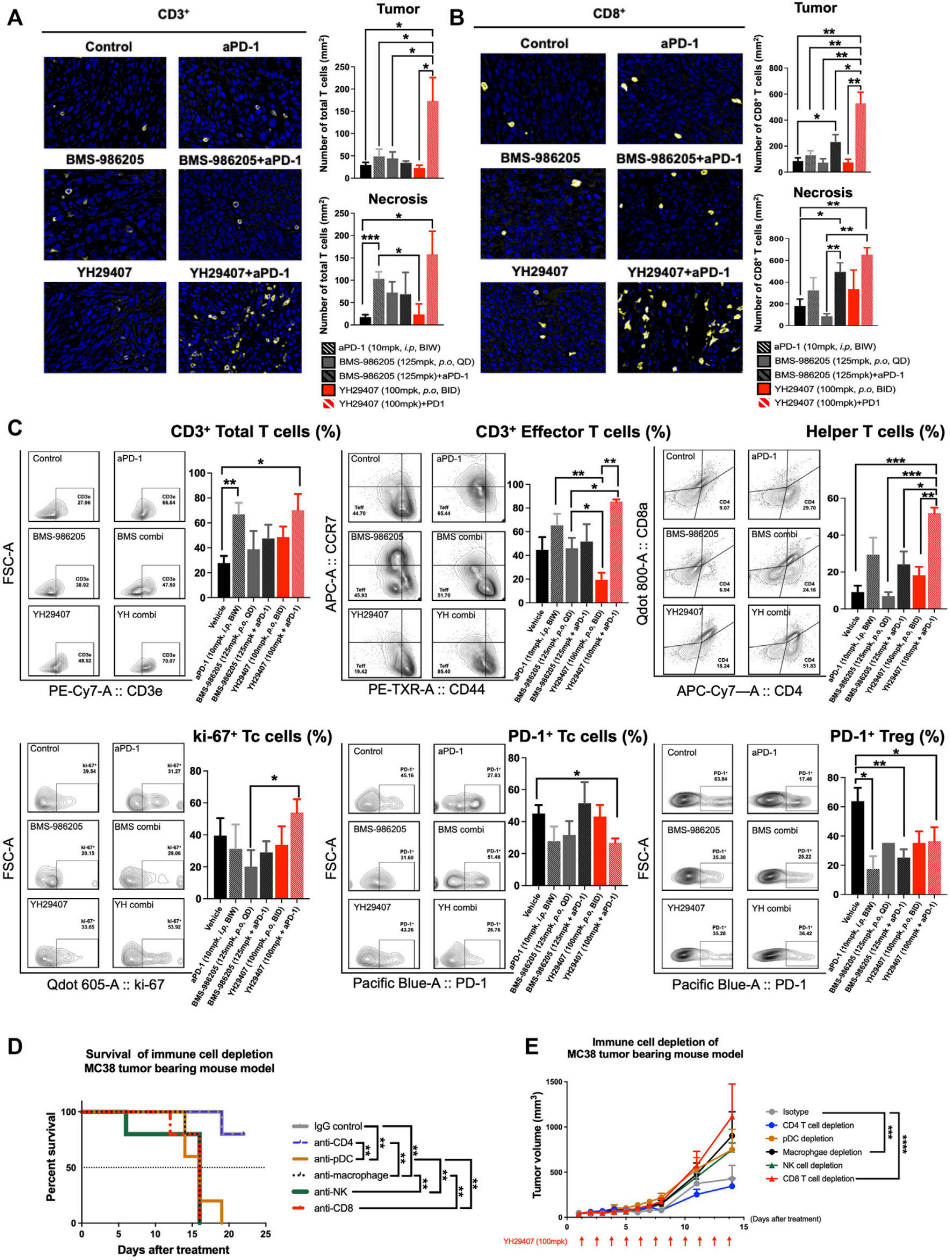
Combination treatment of YH29407 and aPD-1 enhanced T cell activation, particularly effector T cells and helper T cells. Infiltrated CD3^+^ T cells **(A)** and CD8^+^ T cells **(B)** to the tumor were significantly enhanced in the YH29407+aPD-1 group compared to the other groups. **(C)** Total T cells, effector T cells, helper T cells, and ki-67 + Tc cells were significantly increased in the YH29407+aPD-1 group. However, PD-1+ Tc cells and Treg were decreased in the YH29407+aPD-1 group compared to the control and other groups. Immune cell depletion affected survival **(D)** and tumor growth in MC38 tumor-bearing mice **(E)**. Statistical significance between groups was calculated using two-way ANOVA followed by Tukey’s multiple comparisons test or student’s t-test (*p < 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001). Tc, cytotoxic T cell; Treg, regulatory T cell; ANOVA, analysis of variance.

Thus, YH29407 and aPD-1 combination treatment enhanced the infiltration of CD3^+^ and CD8^+^ T cells. Tumor cells obtained through internal sacrifice were analyzed to investigate T cell subpopulations residing in the TME (Figure 4C). The effector T cells were significantly increased in the YH29407 and aPD-1 combination treatment group compared to single BMS-986205 and YH29407 treatment groups (*p < 0.05, **p ≤ 0.01, respectively). Interestingly, proliferating cytotoxic T cells (ki-67+) were significantly increased in the YH29407 and aPD-1 combination group compared to the BMS-986205 single-treatment group (*p < 0.05). The largest difference was observed in the number of helper T cells. Helper T cells were significantly increased in the YH29407 and aPD-1 combination group compared to the control (***p ≤ 0.001), BMS-986205 with (*p < 0.05) and without (***p ≤ 0.001) aPD-1, and single YH29407 (**p ≤ 0.01, Figure 4C) groups. In contrast, the expression of PD-1 in Treg and cytotoxic T cells significantly decreased in the YH29407+aPD-1 group compared to that in the control group (*p < 0.05, Figure 4C).

To confirm whether changes in immune cells influenced the anti-tumor effects, immune cell depletion experiments were performed *in vivo*. The most rapid tumor growth occurred upon depletion of CD8^+^ T cells (****p ≤ 0.0001, Figure 4E). There were no significant tumor suppressive effects by depletion of NK cells and pDCs (immune cells possibly affected by IDO) compared to the control; however, depletion of macrophages significantly affected tumor growth (***p ≤ 0.001, Figure 4E). Survival rate analysis was performed based on a tumor volume of 1,000 mm^3^; interestingly, only depletion of CD4 mimicked the survival rate of the control (**p ≤ 0.01, Figure 4D).

### T cell-mediated tumor suppression was reflected in gene expression and related pathways

Figures 1–4 shows that YH29407 increased the T cell-mediated anti-tumor effects; therefore, we expected that the T cell machinery-related transcriptome would also increase. To expand our understanding of the immune phenotype, RNA sequencing analysis of the YH29407 single treatment and YH29407 and aPD-1 combination treatment groups was performed. 

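RNA was sequenced from MC38 tumors, a colon carcinoma cell line grown in C57BL/6 mice, after the tissue had been fixed in formalin and embedded in paraffin. The deposited libraries cover 10 tumors: 2 of the control group (replicates 3 and 5), 2 of the aPD-1 group (replicates 3 and 4), 3 of the YH29407 group (replicates 1, 3 and 4) and 3 of the YH29407+aPD-1 combination group (replicates 2, 3 and 4). YH29407, an IDO1 inhibitor, was given at 100 mg/kg B.I.D. and aPD-1, an antibody against PD-1, at 10 mg/kg (Figure 4). The tumors are taken here to be those of the internal sampling on day 5 (Figure 3A). The authors aligned reads of 100 bp to the mm10 build with HISAT2, and StringTie gave the deposited read counts, FPKM and TPM of 45777 genes. Libraries held 56170804 to 76287659 counts, with medians of 72744778 in the control group, 69231544 with aPD-1, 72298072 with YH29407 and 70709554 with the combination. The counts were normalized by TMM, and 21523 genes passed edgeR's filter on low counts. Conditions were compared with edgeR's quasi-likelihood test in 1 fit of the 10 libraries, with Benjamini-Hochberg adjustment over the genes tested. Deposited FPKM of single genes were compared with 2-sided exact permutation tests, for which 3 against 3 libraries cannot give a p under 0.1. Genes were described in 34 lists of pathways, cell types, tissues and signs of RNA quality, which were written before the data were examined. Keratinocyte genes were high in combination replicates 2 and 3. The keratin Krt14 had 186 and 67.7 CPM (counts scaled to library size) in them and at most 0.342 CPM in every other library. The muscle myosin Myh4 had 11.1, 5.85 and 95.6 CPM in combination replicates 2, 3 and 4, at most 1.46 CPM with YH29407 alone and 24.9 CPM in aPD-1 replicate 3. Combination replicate 4 lay apart from the other libraries on the first principal component, which held 34.4% of the variance of log2 CPM. Mitochondrial mRNA genes took 2.28% of its counts, against 0.413% to 0.560% in the others. Pseudogenes took 7.09%, against 3.04% to 3.70%, and its median Spearman correlation with the other libraries across genes was 0.908, against 0.961 to 0.974.

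**Figure D1:**
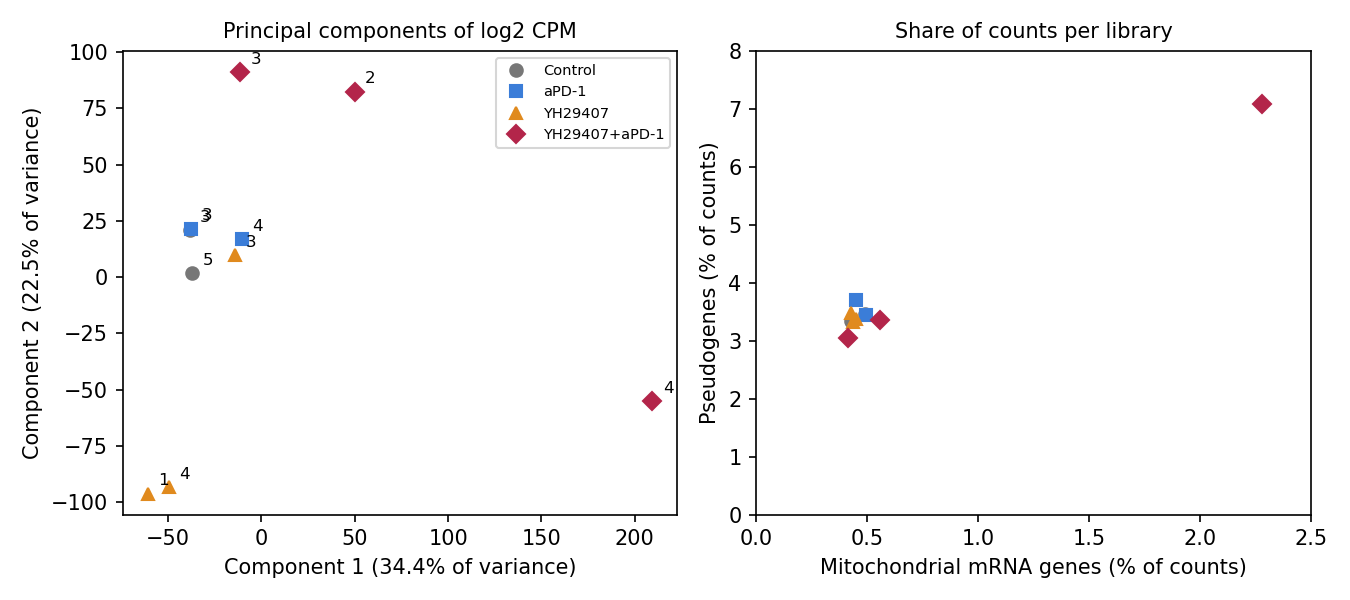
Left, the 10 libraries on the first and second principal components of log2 CPM, with replicate numbers beside the points. Right, the share of each library's counts in mitochondrial mRNA genes and in pseudogenes. Combination replicate 4 lies at 209 on the first component, and no other library lies above 50.0.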

Comparisons of volcano plots between the single and combination treatment groups identified 359 transcripts (221 genes upregulated, 138 genes downregulated) that were differentially expressed (Figure 5A). 

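The gene with the smallest p between the combination and YH29407 alone was Fgf7, a fibroblast growth factor that acts on epithelial cells. It had 2.02 ± 0.359 CPM (SD, n = 3) in the combination group and 25.5 ± 6.11 CPM (SD, n = 3) with YH29407 alone, a log2 fold change of -3.66 (standard error 0.35). Other genes that were lower in every combination library than in every YH29407 library were Apol8 (log2 fold change -2.30), the phospholipase Pla1a (-2.02), Sh3gl3 (-1.69), Gm34176 (-1.50), the axon guidance factor Sema3a (-1.82), Cfap77 (-2.34), Met, the receptor of hepatocyte growth factor (-1.54), the claudin Cldn12 (-1.19) and the pyrophosphate transporter Ank (-1.02). Genes that were higher in every combination library were Marcks, a substrate of protein kinase C (1.83), the retinoid X receptor Rxra (1.67), Egr3, a transcription factor induced by T cell receptor signaling (2.43), Ptprn (1.56), the netrin receptor Unc5a (2.74) and Serpina1b, 1 of several near-identical α-1-antitrypsin genes (5.25). Scel and Dsc2, genes of epithelial cells, had log2 fold changes of 3.15 and 4.00, beside the keratinocyte genes of combination replicates 2 and 3. The T cell receptor α segments Trav7d-2 and Trav7-2, copies that can share reads, had 0.858 ± 0.269 and 0.629 ± 0.210 CPM (SD, n = 3) in the combination group and 0 counts in each YH29407 library. In combination replicate 4 they had 0.935 and 0.486 CPM. In that library, 1438 olfactory and vomeronasal receptor genes together took 1338 CPM, against 97.8 to 390 CPM in the others. Values this low in replicate 4 may therefore not reflect T cell receptor RNA. Both segments also had counts in every control and aPD-1 library. Trav7d-2 was at 0.755 and 0.370 CPM with aPD-1 and at 0.227 and 0.0855 CPM in the control group. These genes were taken by the smallest unadjusted p among those with separated libraries. At an adjusted p under 0.05, edgeR called 0 of the 21523 genes. The smallest adjusted p, that of Fgf7, was 0.0622, and 3753 genes (17.4%) had an unadjusted p under 0.05. DESeq2 called 1397 genes on the 10 libraries and 785 on the 6 libraries compared, limma-voom with sample quality weights called 8090, and limma on log2(FPKM + 1) and log2(FPKM + 0.1) called 9 and 19. The quality weights were 5.61, 0.531 and 0.0755 for combination replicates 2, 3 and 4, so that replicate 2, with skin genes, weighed most in that group. Without YH29407 replicate 3 edgeR called 431 genes, and without combination replicate 4 it called 175. At the thresholds of the Figure 5A legend, a fold of at least 2 and a p under 0.05, read here as unadjusted, 1727 genes were higher and 633 lower. With each library left out in turn, these counts ranged from 936 higher without YH29407 replicate 1 to 2490 without combination replicate 3, and from 335 lower without YH29407 replicate 4 to 1206 without combination replicate 3. The 3 combination libraries lay above the 3 YH29407 libraries in 2244 genes and below them in 1959, together 19.5% of the genes, where chance gives 10% on average. As genes vary together, a single split of the libraries can lie far from that average. The share was not computed for other splits, so that it does not decide on an effect of the treatment.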

For this analysis, cytokines and transcription factors were analyzed, as shown in the heat map (Figure 5B). It demonstrated specific gene clusters located in each group, with the YH29407 and aPD-1 combination group showing upregulated genes associated with T cell signaling and cytolytic activity. In particular, T cell-mediated and antigen-presentation pathways were likely involved in tumor suppression according to GSEA analysis (Figures 5C–F). 

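Genes that mark T cells had higher estimates in the combination group than with YH29407 alone. All 24 measured genes of the T cell identity list had a positive log2 fold change, with a median of 1.68. The surface receptor Cd6 had 6.53 ± 1.23 CPM (SD, n = 3) in the combination group and 1.33 ± 0.624 CPM (SD, n = 3) with YH29407 alone. Cd5, a related receptor, had a log2 fold change of 1.96 (standard error 0.43), and the costimulatory receptor Cd27 one of 2.17 (standard error 0.55). Of the cytotoxic effector list, 23 of 24 genes had a positive log2 fold change, with a median of 1.34. The interleukin receptor chain Il2rb had 45.8 ± 4.52 CPM (SD, n = 3) in the combination group and 13.0 ± 5.27 CPM (SD, n = 3) with YH29407 alone. The pore-forming protein Prf1 had 10.2 ± 3.57 and 3.25 ± 1.98 CPM, the granule protein Nkg7 9.99 ± 1.61 and 3.02 ± 2.29 CPM, and the transcription factor Tbx21 2.70 ± 0.644 and 0.862 ± 0.570 CPM (SD, n = 3 in each group). Of 2 transcription factors of the NF-κB pathway shown in the heat map, Relb had a log2 fold change of 1.29 (standard error 0.35) and Bcl3 of 1.79 (standard error 0.42). Both were highest in combination replicate 4, at 141 and 214 CPM, against 82.0 and 119 CPM in replicate 2 and 63.2 and 78.9 CPM in replicate 3. Without replicate 4 their log2 fold changes were 0.91 and 1.32. At an adjusted p under 0.05 over all genes tested, edgeR called 0 genes of either list. At an unadjusted p under 0.05, 16 genes of the T cell identity list and 9 of the cytotoxic effector list were higher and 0 were lower, and adjusted over the list alone 13 and 1 were higher. Without combination replicate 4, edgeR called 6 genes of the first list and 1 of the second. With camera's preset correlation, the lists were higher at adjusted p = 1.85e-11 and 4.51e-05 over the 30 lists beside the pathways, and adjusted p = 0.599 and 0.613 with an estimated correlation. The keratinocyte and skin list, which differed by 4.19 in mean log2 CPM, did not pass with an estimated correlation either. Failing that test therefore does not decide whether a list changed. Mean log2 CPM of the T cell identity list, relative to the 10 libraries, was 1.39 and 1.48 in combination replicates 2 and 3, the libraries with high keratinocyte genes, and -0.05 in replicate 4. It ranged from -1.14 to 0.19 with YH29407 alone (2-sided exact permutation p = 0.2 for the difference in means). The cytotoxic effector list lay at 0.85, 1.17 and -0.88 in combination replicates 2, 3 and 4. With YH29407 alone this list ranged from -1.43 to -0.13 (2-sided exact permutation p = 0.3), so that replicate 4 did not share the rise. The genes of this list named above were those of smallest unadjusted p.

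**Figure D2:**
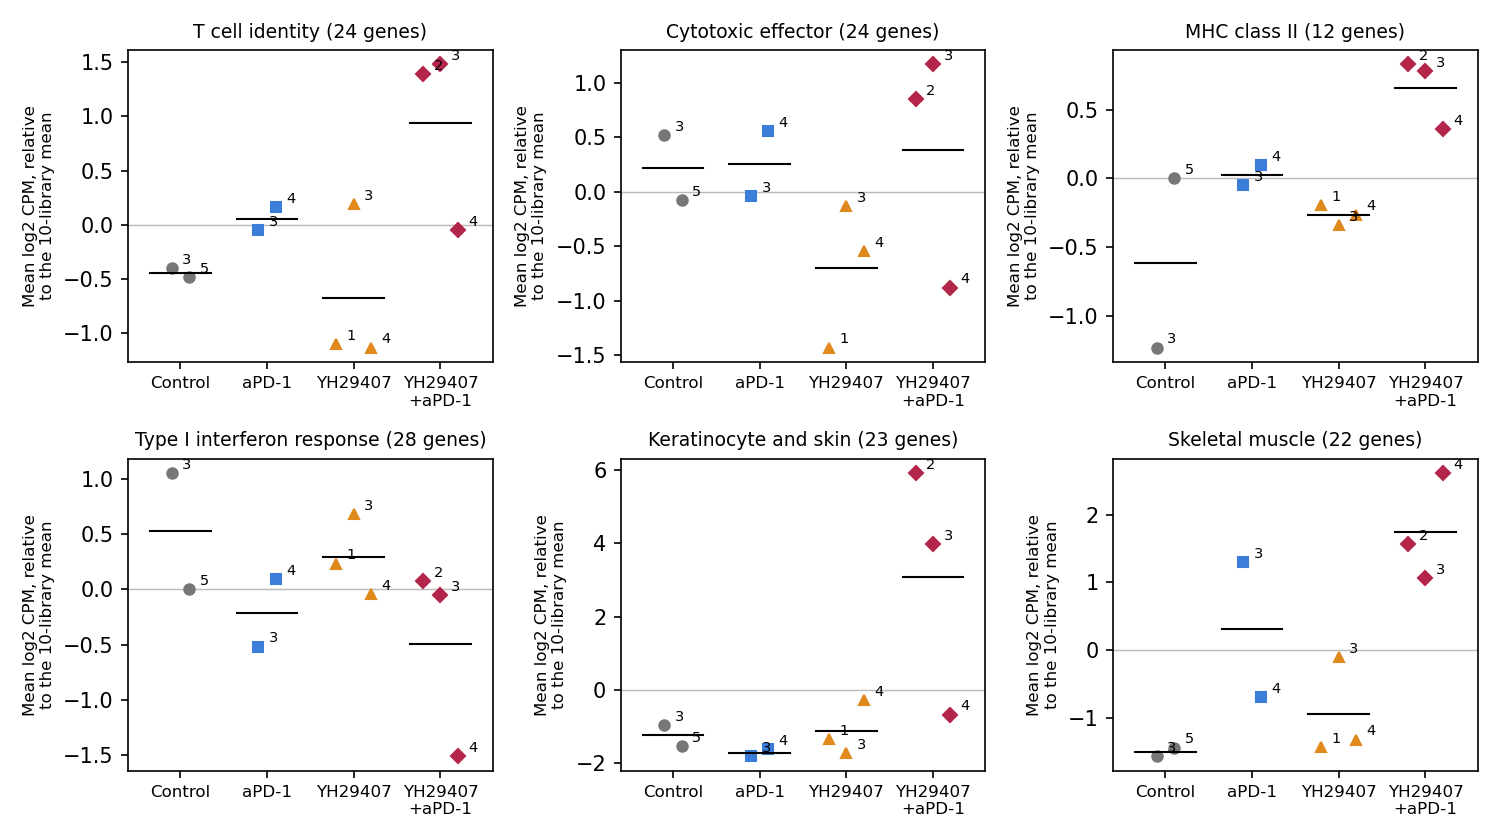
Mean log2 CPM of 6 gene lists in each of the 10 libraries, relative to the mean of all libraries, with replicate numbers beside the points and bars at the condition means. The T cell identity list lies at 1.39 and 1.48 in combination replicates 2 and 3, where the keratinocyte and skin list lies at 5.91 and 3.98, and at -0.05 in replicate 4.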

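Of 87 measured genes of T cell receptor signaling, 57 had a positive log2 fold change between the combination and YH29407 alone. The kinase Zap70 had 3.81 ± 0.977 CPM (SD, n = 3) in the combination group and 1.08 ± 0.871 CPM (SD, n = 3) with YH29407 alone, a log2 fold change of 1.82 (standard error 0.56, adjusted p = 0.224 from edgeR). The adaptor Lat had a log2 fold change of 2.22 (standard error 0.42), the kinase Lck of 1.53 (standard error 0.62), the transcription factor Nfatc1 of 0.92 (standard error 0.17), the lipid kinase Pik3cd of 1.01 and the kinase Map3k14 of 0.76. Leaving out YH29407 replicate 3 gave Zap70, Lck and Lat log2 fold changes of 2.76, 2.31 and 2.86. Among genes of antigen presentation, Ciita, the transactivator of MHC class II genes, had 16.7 ± 2.72 CPM (SD, n = 3) in the combination group and 3.37 ± 0.473 CPM (SD, n = 3) with YH29407 alone. H2-Eb1, a class II chain, had a log2 fold change of 1.88, and the class Ib gene H2-T23 of 1.11. H2-M2, a gene of few counts, had 3.05 ± 2.54 and 0.135 ± 0.154 CPM (SD, n = 3 in each group). The peptide transporter Tap2 and B2m, the light chain of class I, had log2 fold changes of 0.24 (standard error 0.25) and 0.11 (standard error 0.14). Without combination replicate 4, the value of Tap2 was -0.03, and without combination replicate 3 that of B2m was 0.25. The T cell receptor signaling list had a median log2 fold change of 0.30, with 24 genes higher and 3 lower at an unadjusted p under 0.05. The antigen processing and presentation list held 68, with a median of 0.25, of which 12 were higher and 1 lower. Over all genes tested edgeR called 0 genes of either list, and adjusted over the list alone 2 genes of the first were higher and 0 of the second. With camera's preset correlation, both lists were higher (adjusted p = 0.00866 and 0.0178 over 4 lists), with adjusted p = 0.791 and 0.478 with an estimated correlation. With fgsea on the ranked genes the normalized enrichment scores were 1.95 and 1.73 (adjusted p = 1.55e-04 and 0.00273). The Reactome sets gave adjusted p = 0.00482 for T cell receptor signaling and 0.911 for antigen presentation, and without combination replicate 3 the first list had adjusted p = 0.421 from camera. With each library left out in turn, the antigen list had adjusted p up to 0.111 from camera and medians of 0.13 to 0.46. The mean log2 CPM of the T cell receptor list was 0.39 and 0.59 in combination replicates 2 and 3, with skin genes, and -0.38 in replicate 4, against -0.32 to 0.01 with YH29407 alone. From its enrichment analysis, the paper proposes that T cell-mediated and antigen-presentation pathways took part in suppressing the tumors.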

GSEA also revealed that the TCR signaling pathway (GO), antigen processing, and presentation (GO) were significantly enriched in the YH29407 and aPD-1 combination treatment group (Figures 5C,E,G). Leukocyte transendothelial migration (GO) and toll-like receptor signaling pathways were also increased in the YH29407 and aPD-1 combination group; however, the differences were not significant (Figure 5D and Figure 5F). 

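Genes with which leukocytes cross the vessel wall differed little in their median. Rac2, a GTPase of blood cells, had 44.0 ± 20.3 CPM (SD, n = 3) in the combination group and 14.5 ± 2.23 CPM (SD, n = 3) with YH29407 alone. Icam1, the adhesion molecule that leukocytes bind on endothelium, had 31.9 ± 14.2 and 13.5 ± 2.78 CPM (SD, n = 3 in each group), a log2 fold change of 1.24 (standard error 0.37, adjusted p = 0.224 from edgeR). The chemokine Cxcl12 had a log2 fold change of 0.54 (standard error 0.86) and the kinase Mapk13 one of 3.97 (standard error 1.20). The value of Cxcl12 was 0.12 without YH29407 replicate 1 and 2.04 without YH29407 replicate 3. Mapk13 had 2.87, 0.828 and 0.396 CPM in combination replicates 2, 3 and 4, and a log2 fold change of 2.83 without combination replicate 2. In Toll-like receptor signaling, the adaptor Myd88 had 65.8 ± 15.2 CPM (SD, n = 3) in the combination group and 48.7 ± 3.76 CPM (SD, n = 3) with YH29407 alone, a log2 fold change of 0.43 (standard error 0.20). Il12a, a chain of interleukin-12, had 0 counts in YH29407 replicates 1 and 4, 3.04 CPM in replicate 3, and 9.38, 13.6 and 1.44 CPM in combination replicates 2, 3 and 4. The adaptor Fadd had a log2 fold change of 1.61 (standard error 0.51), Lbp, which binds lipopolysaccharide, of 1.96 (standard error 0.74) and the transcription factor Irf3 of -0.10 (standard error 0.21). The sign of Irf3 turned without YH29407 replicate 1 or without combination replicate 2 or 3, with values up to 0.10. Leaving out combination replicate 4 gave Fadd a log2 fold change of 0.71, as that replicate had 27.7 CPM against 9.15 and 6.17 CPM in replicates 2 and 3, and gave Myd88 one of 0.24. Of 84 measured genes of leukocyte transendothelial migration, 12 were higher and 1 lower at an unadjusted p under 0.05, with a median log2 fold change of 0.09. Of 88 genes of Toll-like receptor signaling, 7 were higher and 2 lower, with a median of 0.10. By edgeR, 0 genes of either list passed over all genes tested and 0 adjusted over the list alone. Camera gave adjusted p = 0.177 and 0.444 with the preset correlation and adjusted p = 0.805 for both with an estimated correlation. Without combination replicate 4, the replicate that stood apart, both lists were higher with the preset correlation (adjusted p = 7.30e-05 and 4.00e-04), at adjusted p = 0.144 for both with an estimated correlation. The combination libraries left in that fit are those with high keratinocyte genes. In fgsea, leukocyte transendothelial migration had a normalized enrichment score of 1.49 (adjusted p = 0.0310) and Toll-like receptor signaling one of 1.11 (adjusted p = 0.295).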

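Nfatc2 (Entrez gene 18019) encodes a transcription factor that calcineurin activates in stimulated T cells, and lies on chromosome 2 of mm10 from 168476410 to 168601657. Its counts were 17.3 ± 1.83 CPM (SD, n = 3) in the combination group and 8.89 ± 3.16 CPM (SD, n = 3) with YH29407 alone, a log2 fold change of 0.96 (standard error 0.28, adjusted p = 0.224 from edgeR). Its FPKM was 2.07 ± 0.206 and 1.04 ± 0.365 (SD, n = 3 in each group), and every combination library lay above every YH29407 library (2-sided exact permutation p = 0.1, the smallest that 3 against 3 allow). H2-Ab1 (Entrez gene 14961), the β chain of a mouse MHC class II molecule, is taken here as the counterpart of HLA-DQB1. It lies on chromosome 17 from 34263227 to 34269418. Its counts were 73.6 ± 18.8 CPM (SD, n = 3) in the combination group and 19.4 ± 5.74 CPM (SD, n = 3) with YH29407 alone, a log2 fold change of 1.92 (standard error 0.52, adjusted p = 0.215 from edgeR). Its FPKM was 46.9 ± 13.1 and 12.4 ± 3.62 (SD, n = 3 in each group), again with no overlap of the libraries (2-sided exact permutation p = 0.1). In combination replicate 4, H2-Ab1 was at 51.8 CPM and Nfatc2 at 15.2 CPM, above the YH29407 maxima of 23.8 and 12.5 CPM. Combination replicates 2 and 3, with skin genes, were at 84.8 and 84.1 CPM for H2-Ab1. With DESeq2 on the 10 libraries the adjusted p was 0.0200 for Nfatc2 and 0.00753 for H2-Ab1, and with DESeq2 on only the 6 libraries compared Nfatc2 did not pass (adjusted p = 0.0832) and H2-Ab1 did (adjusted p = 2.56e-05). Without YH29407 replicate 3, edgeR gave adjusted p = 0.0407 for Nfatc2, and its adjusted p ranged up to 0.561 when other libraries were left out.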

Combination treatment with YH29407 and aPD-1 significantly increased the expression of NFATC2 and HLA-DQB1 compared to that in the single YH29407 treatment group (*p < 0.05, Figure 5C and Figure 5E). NFATC2 and HLA-DQB1 played key roles in suppressing tumor growth by increasing T cell machinery through the activation of T cells and antigen presentation, respectively. These data agree with the data in Figures 1–4, which indicate that CD8^+^ and CD4^+^ T cells increased after YH29407 and aPD-1 combination treatment. 

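RNA of the genes for the CD4 and CD8 receptors had higher estimates in the combination group than with YH29407 alone, while combination replicate 4 lay within or near the YH29407 libraries. Cd4 had 3.24 and 3.16 CPM in combination replicates 2 and 3 and 0.719 CPM in replicate 4, against 0.435 to 0.608 CPM with YH29407 alone. This is a log2 fold change of 2.16 (standard error 0.58, adjusted p = 0.214 from edgeR). Cd8a had 10.8, 12.7 and 3.99 CPM in combination replicates 2, 3 and 4, and 1.06, 8.21 and 0.635 CPM in YH29407 replicates 1, 3 and 4, a log2 fold change of 1.47 (standard error 0.88). Cd8b1 had a log2 fold change of 1.05 (standard error 0.72). The T cell receptor chain Cd3e had a log2 fold change of 2.05 (standard error 0.68) and the constant region Trac one of 1.70 (standard error 0.67). For Trbc1 and Trbc2, near-identical copies between which reads can be split, it was 2.08 (standard error 0.56) and 1.61 (standard error 0.75). All these genes come from the T cell lists. Foxp3, the transcription factor of regulatory T cells, had 5.18 ± 2.72 CPM (SD, n = 3) in the combination group and 1.65 ± 0.318 CPM (SD, n = 3) with YH29407 alone. The 12 genes of the regulatory T cell list all had a positive log2 fold change, with a median of 1.41. Of these, 5 were higher at an unadjusted p under 0.05, and edgeR called 0 over all genes tested and 0 adjusted over the list alone. Camera gave adjusted p = 4.66e-04 for this list with the preset correlation and adjusted p = 0.613 with an estimated correlation. The Figure 4 legend describes Treg as decreased with the combination. That panel is on cells, while the values here are RNA of whole tumors. In mean log2 CPM, the regulatory T cell list was 1.19 higher in the combination than with YH29407 alone, and the T cell identity list 1.62 higher. A rise of Treg relative to other T cells is therefore not shown, and the RNA does not contradict that panel. Without combination replicate 4, edgeR gave Cd4 a log2 fold change of 2.59 (adjusted p = 0.0294). Against the control group, the log2 fold changes of Cd4, Cd8a and Cd3e were 1.35, 2.33 and 2.44, each at adjusted p = 0.460 from edgeR. Against aPD-1 alone they were 0.98, 1.33 and 1.78. Combination replicates 2 and 3, with high keratinocyte genes, had the highest values of these genes apart from Cd8b1, which was at 4.61 CPM in YH29407 replicate 3 and 4.57 CPM in combination replicate 2.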

To identify clonally expanded cells as indicators of tumor specificity, we analyzed the TCR sequence. Compared to YH29407 alone, YH29407+aPD-1 combination treatment showed a change in CDR3 length, which could affect TCRB (which encodes TCRβ). Moreover, it was confirmed that the clonality of the rare clone was expanded in the combination treatment group (Figure 5H and Figure 5I). In addition, the diversity score was higher in the combination group; however, the difference was not statistically significant (Figure 5J).

**FIGURE 5:**
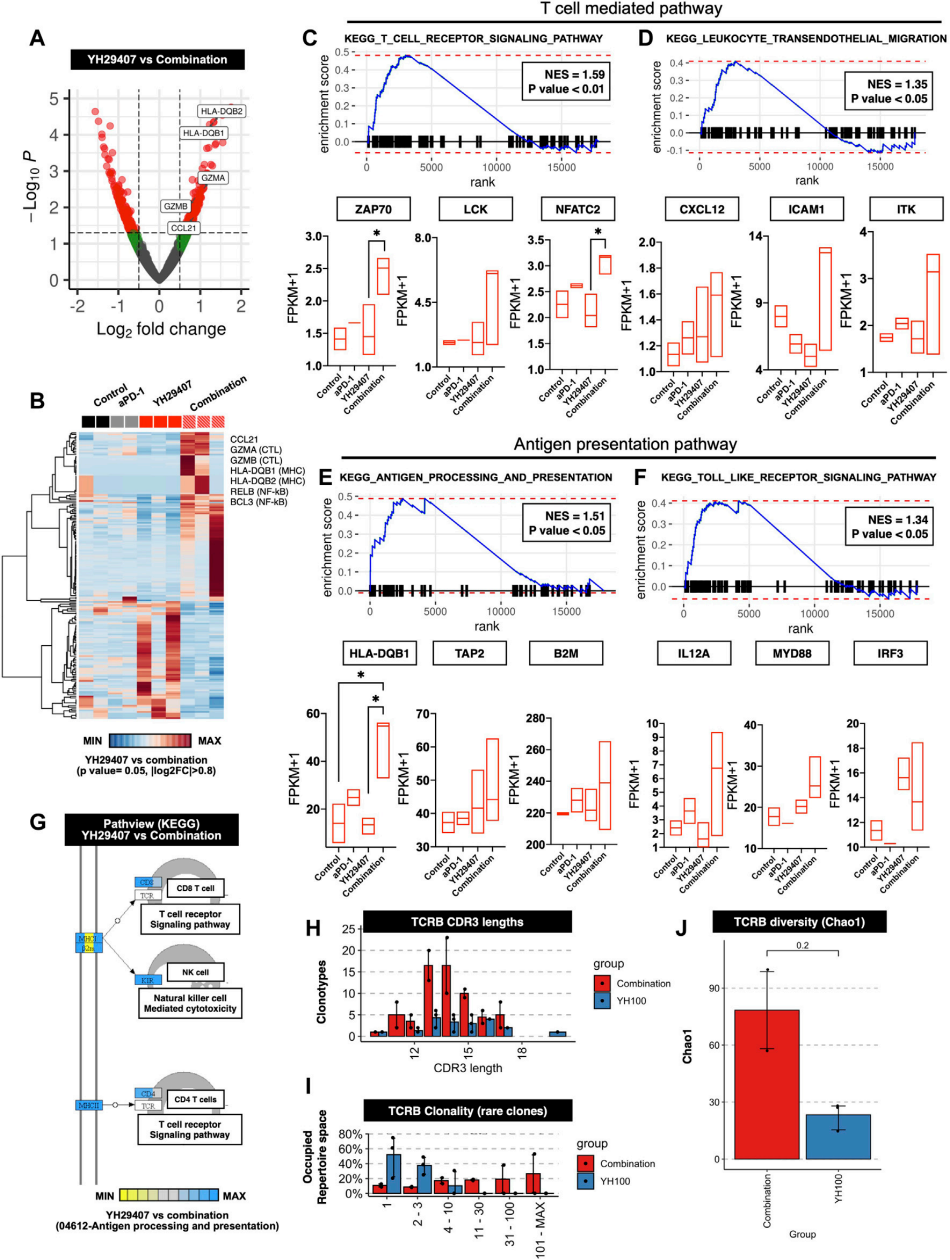
Differentially expressed genes (DEGs) and gene set enrichment analysis (GSEA) between the progression of YH29407+aPD-1 and other treatment groups. **(A)** Volcano plots of 17,871 genes used to compare DEGs in YH29407+aPD-1 and YH29407 treatment. DESeq2 package was used for folds of gene expression and statistical analysis (folds ≧|2|, *p* < 0.05). Individual gene expression and p values are displayed as colored dots (gray = non-significant and non-fold changes, green = folds >|2|, red = folds ≧|2|, and *p* < 0.05). Compared to YH29407 alone, lower expression of 138 genes and higher expression of 221 genes were identified in the YH29407+aPD-1 group. **(B)** Heatmaps show the core enrichment genes of each group. Gradient key color presents the expression of individual genes (Z-score normalized). **(C–F)** GSEA and KEGG pathway. Among the significant gene sets, T cell receptor signaling pathway, leukocyte transendothelial migration, antigen processing, and presentation and toll-like receptor signaling pathways are demonstrated with their normalized enrichment score (NES) and p value. **(G)** Pathview of KEGG pathway. **(H)** CDR3 length of TCR-beta analyzed by MiXCR and TcR analysis packages. **(I)** Rare clonality was expanded in the combination group. **(J)** TCRB diversity was increased in the combination group.

## Discussion

Since its discovery, IDO has contributed to important research outcomes and achievements (Sharma et al., 2021; Zhai et al., 2021; Zhang et al., 2021; Nandre et al., 2022). It is well known that the IDO enzyme, which converts tryptophan, an essential amino acid, into Kyn, inhibits cells such as CD8^+^ T cells, NK cells, and macrophages, activates regulatory T cells, and has positive effects on tumor progression (Mbongue et al., 2015; Zhai et al., 2020). Therefore, several clinical trials have used IDO inhibitors to induce immune activation and tumor suppression by inhibiting IDO (NCT04106414, NCT01685255, and NCT03695250). Furthermore, various pharmaceutical companies have participated in the development of IDO1 inhibitors. In particular, epacadostat, a first-generation IDO1 inhibitor, has achieved success in entering phase 3 clinical trials. However, it has not yet passed phase 3 clinical trials (NCT02752074) for reasons already identified, including 1) the dose was not clearly set up, 2) the pharmacokinetics/pharmacodynamics were not sufficiently maintained, and 3) IDO2 and TDO enzymes should be inhibited as well as IDO1.

A second-generation IDO1 inhibitor, ‘BMS-986205′, which surpasses the first-generation epacadostat, has also been developed. To date, two active clinical trials and various studies using BMS-986205 in combination with aPD-1 are in progress. In comparing with BMS-986205, we suggest the best-in-class ‘YH29407.’ YH29407 is a novel IDO1 inhibitor that has high pharmacokinetics and pharmacodynamics compared to previously developed IDO1 inhibitors, and shows synergy in combination treatment with aPD-1. First, we tested a single treatment with YH29407 and its competitors. In a pharmacodynamic study, YH29407 suppressed Kyn most effectively in tumor tissues, and it was shown to have improved pharmacodynamics compared to existing IDO1 inhibitors. In addition, the pharmacokinetic study revealed that the drug concentration in the tumor remained highest for the longest time. However, despite the high pharmacokinetic levels in the plasma, our data showed that YH29407 itself was well tolerated without observable abnormalities such as body weight or behavioral changes in mice treated with YH29407. Previously, several studies have reported the metabolism that converts Trp to Kyn by the IDO enzyme. Moreover, various IDO1 inhibitors have been shown to inhibit Trp metabolism, which promotes tumor progression.

Compared to BMS-986205 and epacadostat, the YH29407 (100 mg/kg, B.I.D.) single-treatment group showed the best anti-tumor effects. As expected, the results showed a synergistic effect when YH29407 was combined with aPD-1. A significant increase in survival and inhibition of tumor growth was confirmed in the group administered YH29407 + aPD-1 compared to the group YH29407 administered alone. In particular, five complete responses were observed in the YH29407 + aPD-1 combination group.

Our observations using YH29407 showed that many types of immune cells were associated with Trp metabolism by the IDO1 enzyme. In particular, the immune depletion assay indicated that CD8^+^ T cells, NK cells, macrophages, and pDCs were associated with tumor growth and survival. However, a similar trend was not observed for CD4^+^ T cells. We propose that the depletion of CD4^+^ T cells is not associated with tumor growth and survival, as the increase in CD4^+^ regulatory T cells by Kyn and aryl hydrocarbon receptors from Trp metabolism is primarily used to suppress other immune cells that have killing effects. Rather, because immune cells with killing effects were activated by YH29407, which is an IDO1 inhibitor with high pharmacokinetics and pharmacodynamics, the inhibition of CD4^+^ T cells, which can differentiate into Tregs, may have helped in tumor suppression.

Most importantly, our overall data converged to the conclusion that activating T cell immunity was the cause of tumor suppression. In the YH29407+aPD-1 treatment group, the HLA- type gene and cytotoxicity-related genes, granzyme A and B, were increased compared to YH29407 treatment alone. In addition, it was observed that the T cell-mediated and antigen-presentation pathways were increased in the YH29407+aPD-1 treatment group compared to the control, aPD-1 alone, and YH29407 alone groups.

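Granzymes A and B are proteases with which cytotoxic lymphocytes kill target cells. Gzma had 19.6 and 35.0 CPM in combination replicates 2 and 3 and 0.647 CPM in replicate 4, against 2.00, 3.92 and 2.83 CPM in YH29407 replicates 1, 3 and 4. Its log2 fold change was 2.66 (standard error 1.05, adjusted p = 0.265 from edgeR). Gzmb had 38.5, 49.2 and 4.73 CPM in combination replicates 2, 3 and 4 and 5.89, 18.4 and 16.4 CPM in the YH29407 libraries, a log2 fold change of 1.18 (standard error 0.78, adjusted p = 0.417 from edgeR). Leaving out combination replicate 3 gave Gzmb a log2 fold change of 0.70. Exact 2-sided permutation tests of their FPKM gave p = 0.4 for each. Granzyme genes resemble each other and may share reads. Without combination replicate 4, the log2 fold change of Gzma was 3.22 (adjusted p = 0.0376 from edgeR), and replicates 2 and 3 are those with high keratinocyte genes. It was 1.82 without combination replicate 3. Genes of MHC class II, which present peptides to CD4 T cells, had positive log2 fold changes in 10 of 12 measured members, with a median of 1.10. Besides H2-Ab1, Cd74, the invariant chain, had 95.4 ± 27.0 CPM (SD, n = 3) in the combination group and 34.7 ± 9.83 CPM (SD, n = 3) with YH29407 alone. H2-Aa, the α chain, had a log2 fold change of 1.65 (standard error 0.79), with 6.02 CPM in combination replicate 4. At an unadjusted p under 0.05, 5 genes of this list were higher and 0 lower, edgeR called 0 over all genes tested, and adjusted over the list alone 5 were higher. Camera gave adjusted p = 4.66e-04 with the preset correlation and adjusted p = 0.599 with an estimated correlation. Among MHC class I genes, H2-Q4 and H2-Q7, similar copies that may share reads, had log2 fold changes of 0.79 (standard error 0.21) and 0.75 (standard error 0.24). The MHC class I and peptide loading list had a median of 0.32 over 22 genes (camera adjusted p = 0.0115, adjusted p = 0.613 with an estimated correlation), with 3 higher at an unadjusted p under 0.05 and 0 adjusted over the list alone. Leaving out combination replicate 4 ended this list's call (median 0.08, camera adjusted p = 0.158).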

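Against the control group, genes of T cell receptor signaling had a median log2 fold change of 0.16 in the combination group, with 13 of 87 higher and 2 lower at an unadjusted p under 0.05. Antigen processing and presentation had a median of 0.21, with 12 of 68 higher and 1 lower. Against aPD-1 alone the medians were 0.06 (7 higher, 1 lower) and 0.24 (3 higher, 1 lower). Camera gave adjusted p = 0.196 and 0.129 against the control group and 0.496 for both lists against aPD-1. Zap70 had a log2 fold change of 1.71 (standard error 0.64) against the control group and of 0.98 (standard error 0.62) against aPD-1. For Nfatc2 these values were 0.64 (standard error 0.32) and 0.27 (standard error 0.32), and for H2-Ab1 1.79 (standard error 0.60) and 0.92 (standard error 0.58). The T cell identity list had a median of 1.62 against the control group (camera adjusted p = 6.97e-09, adjusted p = 0.672 with an estimated correlation) and of 1.18 against aPD-1 (adjusted p = 8.27e-05, adjusted p = 0.845 with an estimated correlation). MHC class II genes had medians of 1.20 and 0.58 (adjusted p = 2.43e-06 and 0.00395, and adjusted p = 0.658 and 0.845 with an estimated correlation). The control libraries differed in this list, with mean log2 CPM of -1.23 in replicate 3 and 0.00 in replicate 5 relative to the 10 libraries, and H2-Ab1 had 7.60 and 35.1 CPM in them. Adjusted over the list alone, 5 T cell identity genes and 7 MHC class II genes were higher than in the control group, and 0 and 1 higher than with aPD-1. In these comparisons too, keratinocyte genes were high in combination replicates 2 and 3, with list medians of 6.52 and 7.14, and replicate 4 lay apart. Over all genes tested, edgeR called 0 genes against either group at an adjusted p under 0.05, with 2174 and 1743 genes at an unadjusted p under 0.05. DESeq2 on the 10 libraries called 425 and 315, and limma-voom with sample quality weights 2184 and 4750. DESeq2 on only the conditions compared called 346 and 321, and limma on log2(FPKM + 1) called 2 and 4. For YH29407 alone against the control group, the T cell receptor list had a median of -0.14 (camera adjusted p = 0.0140, adjusted p = 0.609 with an estimated correlation).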

In conclusion, we analyzed the effects of IDO1 inhibitors on tumor suppression, and provide new insights into their association with immune cells, especially CD8^+^ T cells. Even though we conducted other immune cell test including CD4^+^, Macrophage, Dendritic cells there were no significant affection in tumor regression. We analyzed with RNA sequencing and evaluated with immune depletion assay T cell-mediated tumor suppression and found that it was directly related to immune cell depletion. Therefore, our results show that YH29407, which has improved pharmacokinetics and pharmacodynamics, is the best-in-class IDO1 inhibitor that suppresses tumors and exhibits synergistic effects with immuno-oncology agents such as aPD-1 through the effective blocking of IDO1 enzymes. Since aPD1 + YH29407 combination strategy showed the best anti-tumor effects than others, our findings suggest that an effective block of the IDO1 enzyme may form an ideal combination with an immune checkpoint inhibitor for cancer treatment.

## Data Availability

The data presented in the study are deposited in the Figshare repository. The data can be downloaded at the following repository website: https://figshare.com/articles/dataset/YH29407_20221103_/21482955.

# Supplementary material for: YH29407 with anti-PD-1 ameliorates anti-tumor effects via increased T cell functionality and antigen presenting machinery in the tumor microenvironment
**Source:** Front Chem. 2022 Dec 5;10:998013. doi: 10.3389/fchem.2022.998013
**Supplement:** Supplementary file 4

**Supplementary Figure 1** | YH29407 showed improved pharmacodynamics and pharmacokinetics in the mouse model. The novel IDO1 inhibitor "YH29407" showed improved pharmacokinetics in the MC38 tumor-bearing mouse model (**A**). The greatest inhibition of Trp-to-Kyn conversion was observed in the YH29407 treatment group in the human SKOV-3 tumor model. Trp, tryptophan; Kyn, kynurenine.

**Supplementary Figure 2** | Body weight of each group. Average body weight and SEM of animals measured on different days. Body weight change of (**A**) group average and (**B**) individual mice. Body weight of Day 1 = 100%. To evaluate side effects such as YH29407 toxicity, body weight was measured four times for up to seven days. When the first day was set to 100%, the average body weight for each group was maintained at 100% or more. Lower results show the weight of each individual mouse.

**Supplementary Figure 3** | Gating methods for analysis of T cell subsets in tumors.

How the deposited data were processed for this re-analysis (not part of the article)

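The samples were 10 MC38 tumors from mice of 4 groups, fixed in formalin and embedded in paraffin: 2 of the control group, 2 given aPD-1, 3 given YH29407 and 3 given both. The authors aligned paired-end reads of 100 bp to the mm10 build with HISAT2 and quantified genes with StringTie. The deposited table holds, for each of 45777 genes and each tumor, a read count, the FPKM and the TPM that the authors computed. The counts are whole numbers. The deposited FPKM columns have different sums, from 305812 to 392356, and the deposited TPM columns sum to about the same total. No count was recorded in any tumor for 12616 genes.

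Counts were normalized by TMM and filtered by condition with edgeR, which left 21523 genes. A quasi-likelihood model with 1 term per condition was fitted to the 10 libraries, and conditions were compared by contrasts: the combination against YH29407, against the control group and against aPD-1, each single treatment against the control group, and the interaction of the treatments. Adjusted p-values follow Benjamini and Hochberg over the genes tested, with a threshold of 0.05. Library totals ranged from 56170804 to 76287659 counts. The common dispersion was 0.252, a biological coefficient of variation of 0.502. The procedure was tested on simulated data of the same depth and group sizes, with each gene's estimated spread. At an adjusted p under 0.05 it recovered, of the genes that passed the filter, 0% of those changed 2 times and 24.5% of those changed 4 times. For changes of 8 and 16 times it recovered 59.6% and 72.3%, with 2 false calls among 20588 unchanged genes tested. Genes were drawn independently with the same spread in all libraries, so that a library standing apart, like combination replicate 4, was not simulated.

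Before the data were examined, 34 gene lists were written from textbook knowledge, with 1022 genes, of which 1019 were found in the table. They comprise 4 pathways that the paper names and 30 lists of cell types, tissues, other pathways and signs of RNA quality. The KEGG sets themselves were not at hand. Each list was tested with camera on limma-voom values, with a preset correlation of 0.01 and with an estimated correlation, and p-values were adjusted over the 4 pathways and over the 30 other lists. With an estimated correlation even the keratinocyte and skin list did not pass, so that failing this test does not show that a list is unchanged. Deposited FPKM of single genes were compared by 2-sided exact permutation tests. The genes named are those the paper names, 10 higher and 10 lower genes between the combination and YH29407, 5 and 5 in each other comparison, and up to 4 members of each list described. The higher and lower genes have libraries that do not overlap between the conditions and are taken by the smallest unadjusted p at an absolute log2 fold change of at least 1, since no gene passed the adjusted threshold. HLA-DQB1, a human name, was read as mouse H2-Ab1.

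Alternatives set before the data were examined were another normalization factor, no filter on low counts, the replicate number as a block, fits of only the conditions compared, DESeq2 on the 10 libraries and on the conditions compared, limma-voom with sample quality weights, limma on log2(FPKM + 1) and log2(FPKM + 0.1), other fold thresholds, each library left out in turn, and for the pathways fry, fgsea and Reactome sets. Alternatives added after the data were seen were the authors' deposited procedure (DESeq2 on rounded FPKM + 1 of the 6 libraries compared), the combination group with replicate 4 alone, and the other lists without that replicate. The T cell receptor sequences were not analyzed, since the deposited table gives values per gene. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0.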

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

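The tests of depth, of DNA as a partial source, of skin, of tumor cell share and of a treatment effect below were chosen after the results were seen, while those of DNA as the whole cause and of transcript length were set before theirs.

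Of 49 measures tested, 15 held a library far from the other 9, where chance flags about 1 in 20, and in 14 of these 15 it was combination replicate 4. It had 2.28% of its counts in mitochondrial mRNA genes, 3.95% in ribosomal RNA genes, 7.09% in pseudogenes, 0.417% in long noncoding RNA genes and 7.09% in its 10 highest genes. It lay at 209 on the first principal component, had a median Spearman correlation of 0.908 with the other libraries, and had 26137 genes with 3 or more counts when all libraries were thinned to one total. It had 1237 olfactory and vomeronasal receptor genes with 3 or more counts, and all 1438 such genes together had 1338 CPM. Relative to the mean of the 10 libraries, its mean log2 CPM was -1.30 for the interferon gamma response list, 0.47 for ribosomal proteins and 1.31 for replication-dependent histones.

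Lower depth gives fewer genes, while this library had the most genes with a count (27677, the others at most 26061) at the lowest total. Thinning the others, to at most 23363 genes with 3 or more counts, adds nothing, since these values already fixed its outcome. DNA as the whole cause is argued against by the median Spearman correlation of 0.664 over 7992 protein-coding genes of high counts, where the other libraries had 0.918 to 0.954. A shift to short or long transcripts is argued against as well, since the correlation was 0.679 after each library's trend on length was removed. DNA as a part of the cause cannot be told apart. Receptor genes were 1.63 times as many as in the next library, below the upper bound set for the test. That bound could not be reached, since the next library had 761 of the 1438 genes. In counts, receptor genes took 1338 CPM, against 97.8 to 390 CPM in the other libraries, for which no test was set. No biological explanation was tested for this library.

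The keratinocyte and skin list lay above the highest control library by 6.87 in combination replicate 2 and by 4.93 in replicate 3 on the log2 scale, a signal in genes the paper does not discuss. Skin carried along with the tumor may be the source: 14 of 23 measured members lay over 4 times above every other library in both replicates, which falls between the bounds set for the test. An effect of the combination treatment is not needed by replicate 4, whose list mean lay at -0.39 relative to the highest of the 7 libraries of the other conditions. As that replicate stood apart in other ways, the treatment cannot be told apart from skin with these 3 libraries.

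T cell genes had higher values in the combination than with YH29407 alone. For a lower share of tumor cells, the T cell identity list minus the endothelial cell list was 1.74 higher in the combination on the log2 scale. It ranged from 0.45 to 1.26 against -1.57 to -0.17 (pooled SD 0.58, 2-sided exact permutation p = 0.1, the smallest possible). The lowest value, in replicate 4, comes from a T cell list within the YH29407 range and an endothelial list at -0.49. As that library stood apart and replicates 2 and 3 have skin genes, this difference does not decide on the share of tumor cells. T cells of skin carried along with the tumor cannot be told apart, since the libraries with skin genes have the highest values of the T cell identity list and the library without them, at -0.0474, lay within the YH29407 range. An effect of the treatment on T cells stays open beside it.

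The hemoglobin and erythroid list lay far above the other libraries in aPD-1 replicate 4, at 2.82. The skeletal muscle list lay above the highest control library by 2.74 in aPD-1 replicate 3 and by 3.00, 2.51 and 4.06 in combination replicates 2, 3 and 4 on the log2 scale. Ido1 lay above the highest control library by 2.32 in YH29407 replicate 1, and Ido2 by 2.88 in YH29407 replicate 1 and 3.68 in YH29407 replicate 4.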

How the results depend on the processing

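Of the settings below, the combination with replicate 4 alone, the other lists without that replicate, and DESeq2 on rounded FPKM + 1 were chosen after the data were seen. Simulated data for 3 against 3 libraries, with no library standing apart, showed that most genes changed 4 times or less go uncalled. Recovery was not measured for groups of 2. Where a call moved, the cause was not tested. For 132 named results under 19 settings, 2091 of 2486 values kept their direction and did not pass the threshold, 390 passed it in the same direction and 5 turned. As no named gene passed at first, none could lose its call. Many were chosen because their libraries do not overlap between the conditions, so that leaving out a library could hardly turn their direction. Those that turned were Irf3 and Tap2, given below. Whether equal replicate numbers mark paired tumors is open: 2 of 9 pairs with the same number and 2 of 28 pairs with other numbers correlated above 0.1.

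Counts of genes at an adjusted p under 0.05 are given in the order combination against YH29407, against the control group, against aPD-1, YH29407 against the control group, aPD-1 against the control group and interaction. They were 0 with edgeR, and 1397, 425, 315, 153, 48 and 179 with DESeq2 on the 10 libraries. On only the conditions compared, DESeq2 called 785, 346, 321, 276 and 570 for the first 5. With limma-voom and sample quality weights, of which combination replicate 2 had by far the most in its group, they were 8090, 2184, 4750, 173, 1 and 1722. With limma on log2(FPKM + 1) the first 5 were 9, 2, 4, 1 and 1, and with log2(FPKM + 0.1) the first 2 were 19 and 1. Without a low-count filter, edgeR called 1 and 1 for the first 2. With replicate 4 alone as the combination group, assumed to vary like the other groups, the first 3 were 8475, 7930 and 7371. With each library left out in turn they ranged from 0 to 431, 0 to 2, 0 to 11, 0 to 75, 0 to 2 and 0 to 7.

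Genes at the paper's thresholds, higher and lower, were 1727 and 633. They were 412 and 158 with the replicate block, 2983 and 1554 with quality weights, 307 and 292 on log2(FPKM + 1), and 3869 and 4789 with replicate 4 alone. The higher count was 2638 with DESeq2 on the 10 libraries and 1105 on log2(FPKM + 0.1), and the lower count was 417 with edgeR on only the conditions compared and 1338 at an absolute log2 fold change of at least 0.5. Leaving out each library gave 936 to 2490 higher and 335 to 1206 lower. DESeq2 on rounded FPKM + 1 gave 248 and 141 genes at a shrunken log2 fold change of at least 0.5, 27 and 20 at 0.8, and 10 and 2 at 1, and over protein-coding genes 214 and 137, 29 and 21, and 10 and 2. At an unshrunken log2 fold change of at least 1 it gave 259 and 134 genes, and 214 and 123 over protein-coding genes.

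The T cell receptor list had a median log2 fold change of 0.31 (adjusted p = 0.175) without a low-count filter, 0.20 (adjusted p = 0.119) with the replicate block, and 0.30 with adjusted p = 0.791 from camera with an estimated correlation and adjusted p = 0.442 from fry. The antigen presentation list had 0.23 (adjusted p = 0.199), 0.16 (adjusted p = 0.119) and 0.25 (adjusted p = 0.478 and 0.0984) in the same order, and its Reactome set was at -0.00795. Leukocyte transendothelial migration passed with quality weights (0.23, adjusted p = 0.00572) and in fgsea (score 1.49, adjusted p = 0.0310). Toll-like receptor signaling passed with quality weights (0.29), was ranked lower without a low-count filter (median 0.10, adjusted p = 0.767), and was at -0.0265 with the replicate block and -0.0109 in the Reactome set. With replicate 4 alone, the 4 lists turned, with medians of -0.30, 0.16 (ranked lower by camera), -0.51 and -0.62. Leaving out each library gave 0.20 to 0.39, 0.13 to 0.46, 0.0262 to 0.30 and 0.0247 to 0.28. Without combination replicate 3, the last 2 lists were ranked lower. The T cell receptor list did not pass without Control replicate 3 (adjusted p = 0.0531), Control replicate 5 (0.0595), aPD-1 replicate 3 (0.0715) or combination replicate 3. The antigen presentation list did not pass without Control replicate 3 (adjusted p = 0.0562), Control replicate 5 (0.0618), aPD-1 replicate 3 (0.111), aPD-1 replicate 4 (0.0691), combination replicate 2 (0.0570) or combination replicate 3 (0.0538). Leukocyte transendothelial migration passed without YH29407 replicate 3 (adjusted p = 0.0264) and without combination replicate 4 (7.30e-05), and Toll-like receptor signaling without combination replicate 4 (4.00e-04). These calls hold with camera's preset correlation, and those without combination replicate 4 were lost with an estimated correlation (adjusted p = 0.144 for both), which was not tried without YH29407 replicate 3.

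Irf3 was at 0.0204 with the replicate block and ranged from -0.32 to 0.10 with each library left out, and Tap2 ranged from -0.0289 (without combination replicate 4) to 0.50. With replicate 4 alone, other lists turned: cytotoxic effector (-0.35), T cell exhaustion (-0.51), regulatory T cell (0.10, ranked lower), NK cell (-1.61), lymph node stroma (-1.45), interferon gamma response (-1.77), macrophage (-1.47), dendritic cell (0.14, ranked lower), neutrophil (-2.39), proliferation (-0.24), NF-κB targets (-0.85), EMT (-0.43) and integrated stress response (0.51). The fibroblast and keratinocyte lists then had medians of -0.44 and -0.65, against 0.70 and 6.68 with all replicates, and lost their calls, while camera still ranked them higher. Mean log2 CPM of the T cell identity list in replicate 4 was -0.05, within the YH29407 range of -1.14 to 0.19. For MHC class II it was 0.36, above the YH29407 range of -0.34 to -0.19. Without combination replicate 4 the endothelial cell list was at 0.0620.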

Differences from the paper's values

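Between the combination and YH29407 alone, the paper reports 221 upregulated genes, and 1727 genes were higher here at the thresholds of its legend. The sets differ: the paper states 14 samples and 17871 genes, and 10 libraries and 21523 genes were compared here. Of the alternatives set before the data were examined, limma on log2(FPKM + 1) gave 307 genes, within 1.5 times of the paper's count, and all others set then differed from it by more. The paper reports 138 downregulated genes, and 633 were lower here. The fit with the replicate block gave 158, and all other alternatives set before the data were examined differed by more than 1.5 times. DESeq2 on rounded FPKM + 1 at a shrunken log2 fold change of at least 0.5, chosen after seeing the values and following the authors' deposited code, gave 248 higher and 141 lower genes and drops 2 of 5 genes checked that the paper names as higher, Gzmb and Nfatc2. Of its 248 higher genes, 9 are in the keratinocyte and skin list and 0 in the T cell identity list. Over protein-coding genes this procedure gave 214 and 137. It tests 45777 genes, of which 28400 are at 1 in every library, and its threshold of 0.5 is lower than the legend's fold of 2. At a shrunken log2 fold change of at least 1 it gave 10 and 2. At an unshrunken log2 fold change of at least 1, the legend's fold of 2, it gave 259 and 134. Over protein-coding genes this unshrunken threshold gave 214 and 123.

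The paper states that Nfatc2 and HLA-DQB1 were higher in the combination at p under 0.05, and does not say for these genes whether this p is adjusted. Both pass an unadjusted p under 0.05 here by edgeR, and the fold of 2 of the Figure 5A legend is met by H2-Ab1 and not by Nfatc2. After adjustment over all genes, adjusted p was 0.224 for Nfatc2 and 0.215 for H2-Ab1 from edgeR, with log2 fold changes of 0.96 and 1.92 in the paper's direction. DESeq2 on the 10 libraries gave adjusted p = 0.0200 and 0.00753, limma-voom with quality weights, which rest mostly on replicate 2 in the combination group, gave 0.00138 and 0.00304, and edgeR without YH29407 replicate 3 gave 0.0407 for Nfatc2. For H2-Ab1, DESeq2 on only the conditions compared gave adjusted p = 2.56e-05, while Nfatc2 did not pass in that fit (adjusted p = 0.0832). The paper places granzymes A and B among the higher genes. Their log2 fold changes had that sign here (2.66 and 1.18), with adjusted p = 0.265 and 0.417 from edgeR. At an unadjusted p under 0.05 Gzma passed and Gzmb did not. Gzma passed without combination replicate 4 (adjusted p = 0.0376) and with limma-voom and quality weights (0.00365), as did Gzmb with quality weights (0.0145). The paper describes leukocyte transendothelial migration as increased without significance, and Toll-like receptor signaling likewise, while its Figure 5 legend lists both with the significant sets and the panels print a p under the threshold. Camera gave adjusted p = 0.177 and 0.444, while the former passed in fgsea (adjusted p = 0.0310), with quality weights, without YH29407 replicate 3 and without combination replicate 4, and the latter with quality weights and without combination replicate 4. Both calls without combination replicate 4 were lost with an estimated correlation (adjusted p = 0.144 for both), which was not tried for the other fits named. For the T cell receptor and antigen presentation lists, which the paper calls significant, camera passed with its preset correlation and not with an estimated correlation. Failing the latter does not decide, since the keratinocyte list, with a far larger difference, failed it too. The paper names pathway changes against the control group and against aPD-1, where the 4 pathway lists had adjusted p from 0.129 to 0.877 and of 0.496 from camera. In the fit that leaves out combination replicate 4, which was read against these groups only after the data were seen, the T cell receptor list passed against both (adjusted p = 3.59e-04 and 0.00228), and antigen presentation (adjusted p = 0.0191) and leukocyte transendothelial migration (0.0191) passed against the control group, none of them with an estimated correlation. With replicate 4 alone as the combination group, also chosen after seeing the data, the T cell receptor list turned to the other direction against both. Camera called it lower against both with the preset correlation and against neither with an estimated correlation. In mean log2 CPM, replicate 4 was the lowest of the 10 libraries for the T cell receptor list (-0.38). It was also lowest for leukocyte transendothelial migration (-0.44) and Toll-like receptor signaling (-0.69).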

Other observations

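The tests of the lists without combination replicate 4 were chosen after the data were seen, and the other tests in this part before. Transcripts of the drug's target and its paralog had their highest means with YH29407 alone, with a wide spread between its 3 libraries. Ido1 had 5.03 ± 2.94 CPM (SD, n = 3) with YH29407, 0.912 ± 0.223 (SD, n = 3) with the combination, 0.982 ± 0.626 (SD, n = 2) in the control group and 0.665 ± 0.340 (SD, n = 2) with aPD-1. Ido2 had 6.28 ± 4.97, 0.609 ± 0.237, 0.676 ± 0.152 and 1.01 ± 0.430 CPM in the same order. Between the combination and YH29407 the log2 fold changes were -2.46 and -3.37 (adjusted p = 0.209 and 0.195 from edgeR), and between YH29407 and the control group 2.35 and 3.21 (adjusted p = 1 for both). Ido2 was at -2.61 between the combination and YH29407 without YH29407 replicate 4. Tdo2 had at most 0.0899 CPM. In the same list of tryptophan metabolism and targets of the aryl hydrocarbon receptor, the receptor gene Ahr had a log2 fold change of -1.45 and Nqo1 of -2.61, and the list of 20 genes had a median of -0.20 (adjusted p = 0.222). Genes of the type I interferon response had a median of -0.60 in the combination against YH29407, with 26 of 28 negative (adjusted p = 5.74e-05, adjusted p = 0.613 with an estimated correlation), and combination replicate 4 was lowest, at -1.51. This list did not pass without combination replicate 4 (median -0.31, adjusted p = 0.0698). Rsad2 had a log2 fold change of -1.43 (standard error 0.39).

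Between the combination and YH29407, dendritic cell genes had a median of 0.98 (adjusted p = 0.00527, adjusted p = 0.599 with an estimated correlation), with Zbtb46 at 1.12, Flt3 at 1.23 and Batf3 at 1.32. Fibroblast and matrix genes had a median of 0.70 (adjusted p = 0.00165, 0.599 with an estimated correlation), with Col1a1 at 1.63 and Fn1 at -1.14. Checkpoint genes had a median of 1.10 (0.0210, 0.613), with Lag3 at 2.04, Tigit at 1.13 and Layn at -0.89, NK cell genes 1.47 (0.234), B cell genes 1.22 (0.0662), with Spib at 4.89 and Cd79a at -3.02, and lymph node stroma 1.37 (0.0210, 0.613). Ccl21a, with near-identical copies, had a log2 fold change of 3.37 (standard error 1.84). Medians of the other lists were 0.06 for interferon gamma response (adjusted p = 0.649), 0.11 for macrophages (0.326), 0.75 for neutrophils (0.334), -0.03 for endothelial cells (0.595), -0.01 for adipocytes (0.731), -0.12 for colon epithelium (0.671), 0.10 for proliferation (0.331), -0.27 for hypoxia (0.234), 0.48 for NF-κB targets (0.0425, 0.647 with an estimated correlation), 0.39 for EMT (0.166), 0.00 for the integrated stress response (0.379), 0.11 for immediate early genes (0.0591), 0.22 for ribosomal proteins (0.0115, 0.739 with an estimated correlation), 0.78 for histones (1.18e-05, 0.613) and 1.35 for hemoglobin (0.0591). Ribosomal proteins lay at 0.01, -0.22 and 0.47 and histones at 0.12, -0.22 and 1.31 in combination replicates 2, 3 and 4, and leaving out replicate 4 gave medians of 0.03 (adjusted p = 0.685) and 0.26 (adjusted p = 0.00326). The same fit called the NK cell, B cell, interferon gamma, macrophage, neutrophil, proliferation and EMT lists higher and the integrated stress response list lower with the preset correlation, and none of them with an estimated correlation. Skeletal muscle genes had a median of 2.94 (adjusted p = 5.73e-06, 0.599 with an estimated correlation) and keratinocyte genes 6.68 (9.35e-05, 0.613). As lists with medians this large did not pass with an estimated correlation, failing that test does not decide on the smaller differences.

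YH29407 against the control group gave 978 genes at an unadjusted p under 0.05 and aPD-1 against the control group 583, with 0 at an adjusted p under 0.05 from edgeR and 153 and 48 from DESeq2 on the 10 libraries. With YH29407, cytotoxic genes had a median of -0.69 (adjusted p = 4.02e-06), endothelial genes 0.73 (4.52e-06) and NF-κB targets -0.60 (5.09e-05), each at adjusted p = 0.633 with an estimated correlation. In mean log2 CPM relative to the 10 libraries, NF-κB targets lay at 0.84 in Control replicate 3 and -0.16 in Control replicate 5. With YH29407 they ranged from -0.59 to -0.03, so that this difference rests on Control replicate 3. Apol8 was at 2.31, Dmtn at 2.97, Nutm1 at -2.87, Pfn2 at -1.33 and Ptchd1 at -4.03, or -5.26 without YH29407 replicate 3. With aPD-1, T cell identity genes had a median of 0.48 (4.42e-04, 0.664 with an estimated correlation), type I interferon genes -0.83 (8.77e-11, 0.614) and neutrophil genes -2.44 (3.77e-04, 0.621), and Rab11fip1 was at 1.62, C1qtnf12 at 2.73 and Zbtb16 at 4.00, or 3.20 without aPD-1 replicate 3. Neutrophil genes lay at 2.14 and -0.88 in mean log2 CPM in Control replicates 3 and 5, and at -1.02 and -0.49 with aPD-1. Type I interferon genes lay at 1.05 and -0.0003 in these control libraries, and at -0.52 and 0.09 with aPD-1. In both lists, Control replicate 5 lay within the aPD-1 values. Gm41396 had 0 counts in both control libraries and 13.6 ± 0.945 CPM (SD, n = 2) with aPD-1, 12.1 ± 1.67 CPM (SD, n = 3) with YH29407 and 23.7 ± 17.8 CPM (SD, n = 3) with the combination, so that the control libraries stood apart. In the interaction, 1328 genes had an unadjusted p under 0.05, 0 passed in edgeR and 179 in DESeq2, and Egr3 was at 3.26, Ptprn at 2.91 and Apol8 at -3.74. Against the control group, the combination had Ldb3 at 3.01 and Hectd2 at -1.94, and against aPD-1 Flt3 at 2.37 and Asb2 at 4.69.

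The 6 libraries of the combination and YH29407 can be split in 10 ways, too few for a share under 0.05. The real split gave 0 genes at an adjusted p under 0.05 and the highest of the others 40. Any split reaches a count of 0, so that all 10 do, and this count tells nothing on chance. At the paper's thresholds the real split gave 2360 genes and the highest of the others 1949, so that 1 split, the real one, reached its count.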
